# Transcriptome-wide analysis reveals the molecular mechanisms of cannabinoid type II receptor agonists in cardiac injury induced by chronic psychological stress

**DOI:** 10.3389/fgene.2022.1095428

**Published:** 2023-01-10

**Authors:** Cheng Qin, Yujia Wang, Yang Zhang, Yan Zhu, Yabin Wang, Feng Cao

**Keywords:** chronic psychological stress, endoplasmic reticulum stress, cardiac injuries, CB2R, ceRNA network, functional enrichment analysis

## Abstract

**Background:** Growing evidence has supported that chronic psychological stress would cause heart damage, However the mechanisms involved are not clear and effective interventions are insufficient. Cannabinoid type 2 receptor (CB2R) can be a potential treatment for cardiac injury. This study is aimed to investigate the protective mechanism of CB2R agonist against chronic psychological stress-induced cardiac injury.

**Methods:** A mouse chronic psychological stress model was constructed based on a chronic unpredictable stress pattern. Mice were performed a three-week psychological stress procedure, and cardiac tissues of them were collected for whole-transcriptome sequencing. Overlap analysis was performed on differentially expressed mRNAs (DE-mRNAs) and ER stress-related genes (ERSRGs), and bioinformatic methods were used to predict the ceRNA networks and conduct pathway analysis. The expressions of the DE-ERSRGs were validated by RT-qPCR.

**Results:** In the comparison of DE mRNA in Case group, Control group and Treatment group, three groups of ceRNA networks and ceRNA (circ) networks were constructed. The DE-mRNAs were mainly enriched in chromatid-relevant terms and Hematopoietic cell lineage pathway. Additionally, 13 DE-ERSRGs were obtained by the overlap analysis, which were utilized to establish a ceRNA network with 15 nodes and 14 edges and a ceRNA (circ) network with 23 nodes and 28 edges. Furthermore, four DE-ERSRGs (Cdkn1a, Atf3, Fkbp5, Gabarapl1) in the networks were key, which were mainly enriched in response to extracellular stimulus, response to nutrient levels, cellular response to external stimulus, and FoxO signaling pathway. Finally, the RT-qPCR results showed almost consistent expression patterns of 13 DE-ERSRGs between the transcriptome and tissue samples.

**Conclusion:** The findings of this study provide novel insights into the molecular mechanisms of chronic psychological stress-induced cardiac diseases and reveal novel targets for the cardioprotective effects of CB2R agonists.

## 1 Introduction

Psychological stress is a maladaptation in response to exposure to an environmental threat or severe external stimuli. Traumatic events, such as attacks, natural disasters, or military combat, can result in psychological stress, which is detrimental to the health of an individual (Glaser and Kiecolt-Glaser, 2005). A potential link might exist between psychological stress and cardiovascular diseases (CVD), a topic that has received increasing attention from scholars (Gold et al., 2020). Findings from multiple clinical studies have shown that psychological stress can increase the risk of adverse cardiovascular events, such as myocardial ischemia (Ebrahimi et al., 2021; Vaccarino et al., 2021; Shah et al., 2022), sudden death (Meisel et al., 1991; Leor et al., 1996), arrhythmia (Steinberg et al., 2004; Hourani et al., 2020), stroke (Jordan et al., 2013; Chen et al., 2015), and the aggravation of heart failure (Roy et al., 2015).

However, despite the epidemiological evidence, the pathophysiological mechanisms underlying these associations remain incomplete. Findings from recent studies suggest that autonomic dysfunction and inflammatory response promote plaque vulnerability, which is the cause of cardiovascular events induced by acute stress (Hinterdobler et al., 2021). However, the long-term effects of chronic stress on the cardiovascular system are not completely understood. Therefore, specific and effective interventions are urgently needed. Moreover, whether healthy individuals exposed to stress elicit similar pathophysiological responses as individuals with pre-existing cardiovascular diseases remains doubtful.

The endoplasmic reticulum (ER) is the primary site for protein synthesis, folding, and transport (Wang and Kaufman, 2016). The exposure of cells to oxidative stress, hypoxia, nutrient deprivation, and pathological infection will cause the accumulation of misfolded or unfolded proteins in the ER and initiate the unfolded protein response (UPR) (Ochoa et al., 2018). If stimuli persist, the UPR will lead to apoptosis and autophagy. ATF6, PERK, and IRE1 are the representative molecules of UPR signaling (Ron and Walter, 2007). Under usual conditions, these molecules bind to their partner molecule glucose-regulated protein 78 (GRP78). Under ER stress, unfolded or misfolded proteins recruit GRP78/BiP to dissociate from the complex composed of IRE1, ATF6, and PERK. This process marks the initiation of ER stress (Bertolotti et al., 2000; Frakes and Dillin, 2017). The expression of the abovementioned ER stress-related genes (ESRGs) was found to be related to the occurrence and development of various cardiovascular diseases, including myocardial ischemia (Bi et al., 2018; Zhang et al., 2019), ventricular remodeling (Blackwood et al., 2019), atherosclerosis (Tang et al., 2019), and vascular calcification (Fu et al., 2019). Likewise, the expression of ESRGs was found to be upregulated in the brain tissues of mice subjected to psychological stress (Gold et al., 2013; Mondal et al., 2015; Mao et al., 2019). Thus far, small molecule drugs targeting ESRGs have been developed, but they have not been adopted widely in clinical practice owing to their relative toxicity and lack of specificity (Atkins et al., 2013; Almanza et al., 2019).

Cannabinoid receptor type 2 (CB2R) is primarily localized in immune cells as well as in endothelial cells and cardiac tissues. It plays an important role in the regulation of the immune response and inflammation. CB2R agonists can exhibit a cardioprotective role in myocardial infarction, cardiomyopathy, arrhythmia, and other CVDs by reducing reactive oxygen species (ROS) production, inhibiting necroptosis and apoptosis, promoting efferocytosis, upregulating endothelial NO synthase, and reducing macrophage infiltration (Molica et al., 2012; Li et al., 2016; Yu et al., 2019; Liu X. et al., 2020). Owing to the anti-oxidative stress effect of CB2R agonists and the regulation of autophagy, CB2R agonists may affect the cellular process underlying ER stress.

Here, we aimed to elucidate the mechanism underlying cardiac injury induced by mental stress and the therapeutic targets of CB2R agonists. We constructed a mouse model induced by psychological stress (case group), stressed mice treated with CB2R agonists (treatment group), and normal mice (control group) and collected samples for whole transcriptome sequencing analysis to analyze the differences in gene expression profiles between the different groups.

## 2 Methods

### 2.1 Animal models

All mice were obtained from SPF Biotechnology and allowed 1 week of acclimation to the specific-pathogen-free animal facilities before the experiments were conducted. Six-week-old male mice were used in this study and were randomly divided into three groups: control group (three normal mice were maintained with free access to food and water on a 12 h light/dark cycle), case group (four mice with psychological stress-induced heart disease), and treatment group (four mice with psychological stress-induced heart disease treated with the CB2R agonist JWH133). JWH133 (ApexBio, B7941) was injected twice daily intraperitoneally at 10 mg/kg from the beginning of the stress induction procedure for 21 days. The stress induction process is shown inSupplementary Table S1. Behavioral tests were performed 24 h after stress induction.

### 2.2 Data sources

After stress induction, the hearts of the mice were removed, and the tissue was processed for whole-transcriptome sequencing analysis. After RNA extraction, purification, and library construction, these libraries were double-ended (paired-end, PE) sequenced by next-generation sequencing (NGS) using the Illumina HiSeq sequencing platform. The sequencing depth for the transcriptome-wide analysis was showed in Supplementary Figure S1.

In addition, 787 ERS-related genes with a relevance score of ≥7 were extracted from a report by Zhang et al. (2021). Since these genes were from a human gene set, the biomaRt package in R software was used to identify the homologous genes of mice. We identified 828 ERS-related genes in mice (Supplementary Table S2). GSE210252 was downloaded from the Gene Expression Omnibus (GEO) dataset (https://www.ncbi.nlm.nih.gov/), which contained four pairs samples from mice received restraint stress or no stress.

### 2.3 Behavioral test

#### 2.3.1 Open-field test

The open-field test can be used to observe voluntary movement and assess the severity of stress. The open-field system comprised an open-field box (40 × 40 × 40 cm^3^), an imaging system, and analysis software. During the experiment, the mice were placed in a specific position in the open-field, the camera system was used to monitor the activities of the animals in the open-field, and an analysis software was used to track the trajectory of the animals and collect data on their length of stay in the central area. The lesser time the mice remained in the central area, the more severe stress they experienced (Yan et al., 2022).

#### 2.3.2 Elevated plus maze (EPM)

EPM is an experimental tool used to evaluate the stress response of rodents. In this study, EPM was a cross-shaped platform composed of two open arms and two closed arms (arms 35 cm long × 5 cm wide) positioned approximately 55 cm above the ground. A monitoring camera for animal behavior experiments was installed above the EPM. The residence time in the open arm (open arm time, OT) was recorded using the Labmaze 3.0 animal behavior analysis software (Zhongshidichuang Sci. and Tech). For the EPM test, animals were placed in the center of the maze facing an open arm (Cho et al., 2022).

#### 2.3.3 Forced swimming test

The forced swimming test was conducted in a cylindrical water tank (50 cm in height and 10 cm in diameter). The water temperature was 23 ∼ 25 °C, and the water had a depth that was sufficient to position the tail of the animal at a certain distance from the bottom. The swimming time was 6 min, and the immobility time in the last 4 min of the swimming duration was recorded. Moreover, the standard of immobility was that the animal stopped struggling in the water and started floating, with only slight limb movement to keep the head afloat (Gu et al., 2021). A longer immobility time represented more severe stress.

#### 2.3.4 Tail suspension test

This experiment was conducted in a dark and quiet environment. The tail of the mouse was fixed and hung in a 25 cm × 25 cm × 30 cm box, and the head of the mouse was positioned approximately 5 cm from the bottom. Furthermore, the activity of the mouse was recorded within 6 min. The immobility time in the last 4 min was recorded. Small movements of the forelimbs rather than the hindlimbs were considered to represent immobility (Gu et al., 2021).

### 2.4 Differential analysis

The Limma package (version 3.44.3) was used to screen differentially expressed mRNAs (DE-mRNAs), miRNAs (DE-miRNAs), lncRNAs (DE-lncRNAs), and circRNAs (DE-circRNAs) in the three comparison groups (Control vs. Case; Case vs. Treatment; Control vs. Treatment). In detail, the count values obtained by comparing the mRNA and lncRNA data were converted to the fragments per kilobase per million mapped reads (FPKM) values. The count values used by miRNA and circRNA were converted to the counts per million mapped (CPM) value, and the selection standard was set at *p* < .05 and |Log_2_FC|>1. Moreover, the distribution of DE-mRNAs, DE-miRNAs, DE-circRNAs, and DE-lncRNAs in the three comparison groups was demonstrated at the chromosomal level using Circos in R package.

### 2.5 Construction of ceRNA networks

To predict target miRNAs that could potentially bind to the DE-mRNAs in the three comparison groups, mirwalk 3.0 was used with a threshold score >.95. Simultaneously, only the DE-miRNAs with opposite expression trends to DE-mRNAs were retained. After the target miRNA was obtained, starBase 2.0 was used to predict the miRNA-lncRNA pairs, and only the relationship pairs with opposite differential expression trends were retained. Thus, an mRNA-miRNA-lncRNA binding network was obtained from each comparison group, which was considered the ceRNA network.

Similarly, in each comparison group, mirwalk was used to predict the binding of DE-mRNA and DE-miRNA with a threshold score >.95, and only the pairs with contrasting trends of differential expression were retained. To predict the circRNAs that might be related to the miRNAs after obtaining miRNAs, the circRNA sequences were extracted from assembled gene files, miRNA sequences of mice were retrieved from miRbase, and the miRanda software was used to predict the binding with the selection criteria as binding score = 140, and only the opposite relationship pairs of differential expression trends were retained. Thus, an mRNA-miRNA-circRNA network was constructed for each group, known as the ceRNA (circ) network.

### 2.6 Screening and function annotation of differentially expressed ER stress-related genes (DE-ERSRGs)

Overlap analysis was performed on the DE-mRNAs from the Case vs. Control and Treatment vs. Case comparison groups and the 828 mouse ER stress-related genes. The intersected genes were considered to be DE-ERSRGs.

### 2.7 Construction of the DE-ERSRGs-based ceRNA network

Initially, mirwalk was used to predict the target miRNAs that can potentially bind to the DE-ERSRGs with a threshold score >.95. Simultaneously, only miRNAs in the pairs with contrasting trends of differential expression were retained in the Treatment vs. Case group. After obtaining the target miRNA, starBase was applied to predict the miRNA-lncRNA pairs, and the relationship pairs with opposite differential expression trends were retained as well. Thus, an mRNA-miRNA-lncRNA binding network was obtained for the Treatment vs. Case group.

Likewise, mirwalk was used to predict the target miRNAs of DE-ERSRG, and only miRNAs in the miRNAs-DE-ERSRG pairs with opposite trends of differential expressions were retained. After the miRNAs were obtained, the target circRNAs of the miRNAs were predicted using miRanda, and the pairs with the contrasting relationship of differential expression trends were selected. An mRNA-miRNA-circRNA network was established using the data.

### 2.8 Functional enrichment analyses of DE-ERSRGs in the ceRNA network

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed with DE-mRNAs, mRNAs in the ceRNA and ceRNA (circ) networks as well as DE-ERSRGs from the three comparison groups individually using clusterProfiler (version4.0.2), with *p* < .05 as the selection standard.

### 2.9 Real-time qPCR

Eleven frozen samples were segregated into three groups, with three samples each in the control and case groups and five samples in the treatment group. Then, 50 mg of tissue was extracted from each sample and lysed using TRIzol Reagent (Life Technologies, CA, United States), and total RNA was isolated by following the manufacturer’s instructions. After the concentration and purity of RNA were determined, the RNA was reverse-transcribed to cDNA using the SureScript-First-strand-cDNA-synthesis-kit (Genecopoeia, Guangzhou, China) before qRT-PCR. The qRT-PCR mixture was composed of 3 µL of cDNA, 5 µL of 2x Universal Blue SYBR Green qPCR Master Mix (Servicebio, Wuhan, China), and 1 µL each of forward and reverse primers. PCR was performed in a BIO-RAD CFX96 Touch TM PCR detection system (Bio-Rad Laboratories, Inc., United States) under the following thermal cycling conditions: 40 cycles at 95°C for 60 s, 95°C for 20 s, 55°C for 20 s, and 72°C for 30 s. The 2^−△△Ct^ method was used to calculate gene expression levels, and GraphPad Prism 5 was applied to plot and calculate the statistical significance. The primer sequences used in this study are listed in Supplementary Table S3.

## 3 Results

### 3.1 Successful establishment of the chronic psychological stress model

Behavioral tests were performed 24 h after the end of stress induction in the three groups of mice. As shown in Supplementary Figure S2A, in the open-field experiment, mice from the case group spent significantly less time in the central zone than mice from the control and CB2R agonist treatment groups. Additionally, in the elevated plus maze test, the time of stay in the open arm in the case group was significantly lesser than that in the control group, but no difference was observed between the case and treatment groups (Supplementary Figure S2B). Furthermore, in the forced swimming test, the immobility time in the case group was significantly greater than that in the control and treatment groups (Supplementary Figure S2C). Finally, in the tail suspension test, the immobility time in the case group was significantly greater than that in the control group, but no statistically significant differences were observed compared with the treatment group (Supplementary Figure S2D). The above results indicated that the protocol could induce significant stress in the mice.

### 3.2 Identification of DE-mRNAs, DE-miRNAs, DE-lncRNAs, and DE-circRNAs

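Total RNA from the hearts of 3 control mice, 4 case mice and 4 treatment mice was sequenced as paired-end libraries of the whole transcriptome. The treatment mice received JWH133, an agonist of CB2R, at 10 mg/kg by 2 intraperitoneal injections per day over the 21 days of stress, which the sample labels give as 3 weeks. The authors deposited the reads counted per gene in each library, without normalization, together with the transcript length they used for each gene. The submitters' processing notes name cutadapt, HISAT2, TopHat2 and the mouse build mm10, and their versions and the counting program are not given in the sources used here. The total count ranged from 29628337 to 32078770 in the control group (median 31692564), from 29436126 to 34412849 in the case group (median 31747336.5) and from 29410822 to 30940449 in the treatment group (median 30113971). The authors converted the counts to FPKM and screened DE-mRNAs with limma at a p under 0.05, for which the paper's text names no adjustment, and an absolute log2 fold change above 1. Here the counts of the 14050 genes that passed edgeR's filter on low counts were normalized by TMM and tested with edgeR's quasi-likelihood test, in 1 model over all 11 libraries. DE-mRNAs were counted at these thresholds with an unadjusted p, and a gene is said to have risen or fallen where its Benjamini-Hochberg adjusted p from edgeR was under 0.05. Fold changes are on the log2 scale with their standard error (SE), levels are FPKM computed from the counts and lengths and given as mean ± SD over mice, and coordinates are those of GENCODE M21 on GRCm38. The libraries of each group are called a to d after the columns of the deposited table. A total of 43 gene lists was tested against all other genes with limma's camera at a preset correlation of 0.01 between genes, and the score of a list in a library is the median log2 change of its genes from the control mean. The filter on low counts, the test with its pseudocount, the estimate of the spread and single libraries changed these counts by more than 1.5 times, and DESeq2's size factors in place of TMM did not.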

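In the hearts of the case mice, Serpina3n and Lcn2 of the acute phase were among the largest increases, and Lrat and Aplnr among the largest decreases. Serpina3n, an acute phase inhibitor of proteases, rose from 3.46 ± 0.542 FPKM (SD, n = 3) in the control group to 118 ± 26.9 FPKM (SD, n = 4) in the case group. Lcn2, an iron-binding protein of the acute phase, rose by 3.92 on the log2 scale (SE 0.417, adjusted p = 0.000479), and Cdo1, which oxidizes cysteine, rose by 4.02 (SE 0.796, adjusted p = 0.00836). S100a8, a calcium-binding protein of neutrophils, rose by 4.64 from 1 to 7 reads in the control libraries (SE 1.075, adjusted p = 0.0161), and Arntl, a core transcription factor of the circadian clock, rose by 3.79 (SE 0.84, adjusted p = 0.0136). Lrat, which esterifies retinol for storage, fell by 5.39 (SE 0.337, adjusted p = 2.75e-05), from 3.58 ± 0.327 FPKM to 0.0858 ± 0.0415 FPKM, the latter at 6 to 21 reads per library. Aplnr, the receptor of apelin, fell by 3.26 (SE 0.691, adjusted p = 0.0115). Without control library a, b or c, S100a8 and Arntl did not pass, at adjusted p from 0.059 to 0.0719. At the thresholds of the paper, 1016 of the genes tested were DE-mRNAs, 541 higher and 475 lower in the case group. At an adjusted p under 0.05, 1154 genes rose and 1061 fell, together 2215. Case library d lay apart from the others, at -9.8 on the first principal component of the 11 libraries, where case libraries a, b and c lay at 60.7, 64.6 and 29.7 and the treatment libraries from -22.7 to -9.9. Without case library d, 4479 genes passed the adjusted threshold, and without control library a, b or c 704, 794 or 746 passed, and without case library a 1219.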

In the Control vs. Case group, 701 DE-mRNAs (357 upregulated, 344 downregulated), 80 DE-miRNAs (19 upregulated, 61 downregulated), 530 DE-lncRNAs (268 upregulated, 262 downregulated), and 95 DE-circRNAs (26 upregulated, 69 downregulated) were screened between four case mice and three normal case mice (Figure 1A). 

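Compared with the case group, the treatment group had lower levels of Pdk4, Irs2, Mt2 and Nr4a1. Pdk4, which blocks the entry of pyruvate into the citric acid cycle, fell by 3.18 (SE 0.627, adjusted p = 0.015), from 874 ± 762 FPKM in the case group to 103 ± 24.2 FPKM in the treatment group (SD, n = 4 each). Irs2, an adaptor of the insulin receptor, fell by 3.04 (SE 0.439, adjusted p = 0.00516). The metal-binding protein Mt2 fell by 3.03 (SE 0.462, adjusted p = 0.00615), and the orphan nuclear receptor Nr4a1 fell by 2.68 (SE 0.389, adjusted p = 0.00516). The level of Cdo1 in the treatment group was 0.940 ± 0.149 FPKM against 12.5 ± 10.2 FPKM in the case group. Among the genes that rose were Aplnr, by 2.33 (SE 0.649, adjusted p = 0.0422), and Itgb6, an integrin subunit, by 2.11 (SE 0.58, adjusted p = 0.0405), although each lost the call in 10 of the 11 fits that left out 1 library. Cnr2, which encodes CB2R, was at 0.308 ± 0.119 FPKM in the case group and 0.307 ± 0.0601 FPKM in the treatment group, at 23 to 61 and 27 to 46 reads per library (log2 fold change -0.03, SE 0.337, adjusted p = 0.966). Cnr1, which encodes the type I receptor, had 0 to 3 reads in every library and was not tested. Of 7 genes of the endocannabinoid system, edgeR called none and 7 did not pass, also when adjusted over the list alone, with 1 at an unadjusted p under 0.05 and a median of -0.03 (camera, adjusted p = 0.979). At the thresholds of the paper, 750 DE-mRNAs were counted, 319 higher and 431 lower in the treatment group, and at an adjusted p under 0.05 608 genes rose and 923 fell, together 1531. Leaving out 1 library gave 373 (without treatment library b) to 4392 (without case library d) genes at the adjusted threshold, a shift of over 1.5 times for every library but case library c, and without case library d the DE-mRNAs numbered 1187.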

In the Treatment vs. Case group, 466 DE-mRNAs (230 upregulated, 236 downregulated), 18 DE-miRNAs (eight upregulated, ten downregulated), 500 DE-lncRNAs (290 upregulated, 210 downregulated), and 83 DE-circRNAs (45 upregulated, 38 downregulated) were obtained (Figure 1B). 

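Against the control group, the treatment group had higher levels of the globin gene Hbb-bs and of Ccl8 and lower levels of Lrat and Ciart. Hbb-bs, a beta globin, was at 1065 ± 310 FPKM in the treatment group (SD, n = 4), 684 ± 150 FPKM in the case group (SD, n = 4) and 191 ± 15.8 FPKM in the control group (SD, n = 3). It rose by 2.46 in the treatment group (SE 0.243, adjusted p = 0.00137) and by 1.84 in the case group (SE 0.236, adjusted p = 0.000988). The globin genes are near-identical copies that share reads, so their separate values are uncertain. Of 9 genes of erythroid cells, 5 rose in the treatment group, none fell and 4 did not pass (7 rose when adjusted over the list alone), and the camera adjusted p was 1.81e-12 (adjusted p = 0.0833 with an estimated correlation). In the case group 6 of the 9 rose and 3 did not pass (7 rose when adjusted over the list alone; camera, adjusted p = 0.000243, and adjusted p = 0.523 with an estimated correlation). Ccl8, a chemokine of monocytes, rose by 3.49 (SE 0.664, adjusted p = 0.0305), a call kept in 5 of the 11 fits that left out 1 library, at 3 to 12 reads in the control libraries. Lrat fell by 3.59 (SE 0.298, adjusted p = 0.000379), and Ciart, a repressor of the circadian clock, fell by 2.82 (SE 0.325, adjusted p = 0.00327). Of 18 clock genes, 2 fell, none rose and 16 did not pass (1 rose and 6 fell when adjusted over the list alone; camera, adjusted p = 0.00336, and adjusted p = 0.0833 with an estimated correlation). At the thresholds of the paper, 417 DE-mRNAs were counted, 188 higher and 229 lower in the treatment group, and at an adjusted p under 0.05 41 genes rose and 111 fell. This count of 152 was 25, 31 and 21 without control library a, b and c, 83, 83 and 57 without treatment library a, b and c, and 347 without case library d. Its spread was estimated with the case libraries included, whose pairs differed by a chi-square per degree of freedom of 37.09 to 162.06. Control pairs had 8.36 to 16.87 and treatment pairs 21.93 to 43.77. With only the 2 groups compared, 816 genes passed here and 270 between treatment and case. The count of 152 therefore does not show that treated hearts were close to control hearts.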

In the Control vs. Treatment group, 475 DE-mRNAs (231 upregulated, 245 downregulated), 24 DE-miRNAs (four upregulated, 20 downregulated), 349 DE-lncRNAs (196 upregulated, 153 downregulated), and 67 DE-circRNAs (27 upregulated, 40 downregulated) were eventually selected (Figure 1C).

**FIGURE 1:**
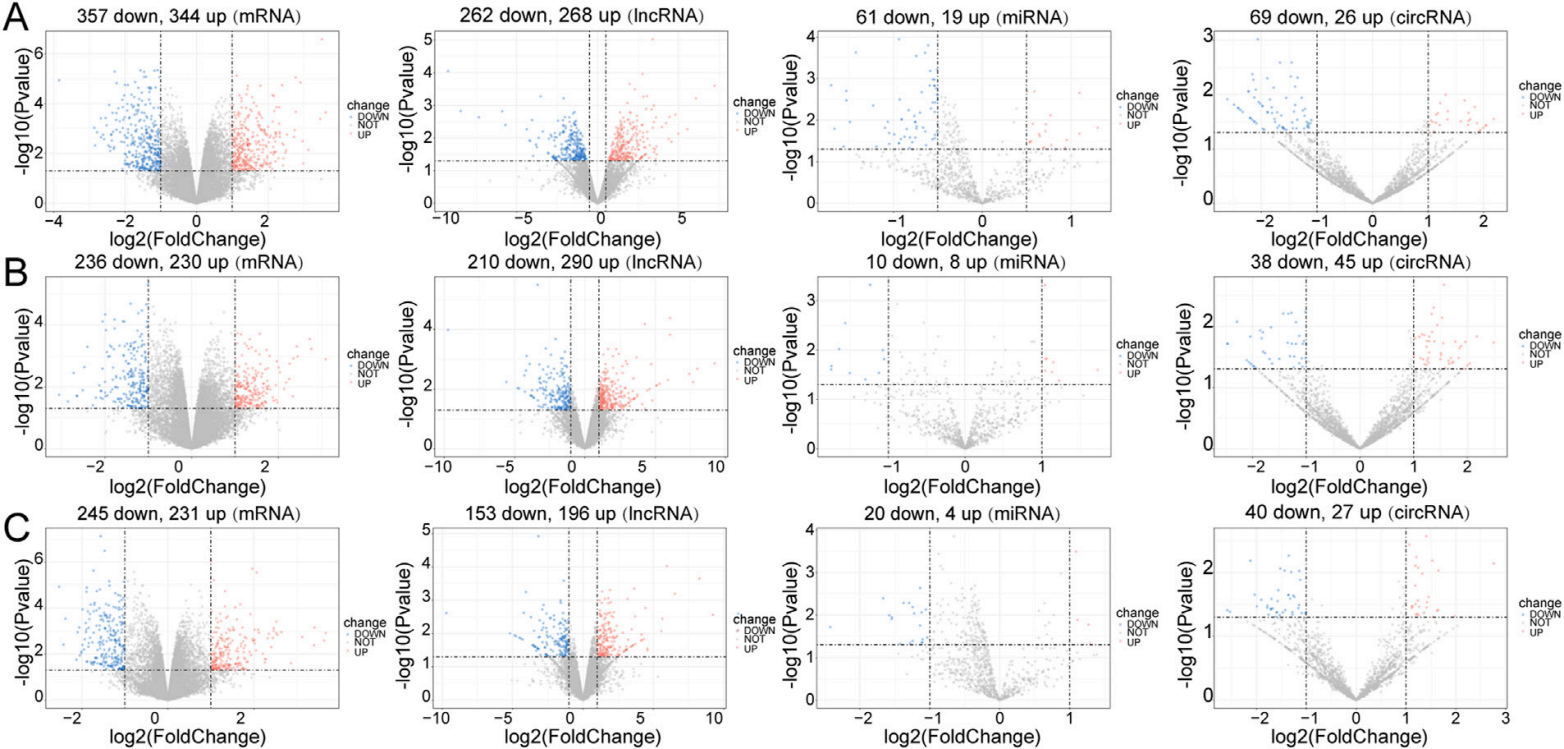
Differential expression analysis. Volcano plot for differentially expressed mRNAs (DE-mRNAs), lncRNAs (DE-lncRNAs), miRNAs (DE-miRNAs) and circRNAs (DE-circRNAs) in the three comparison groups. **(A)** Control vs. Case; **(B)** Case vs. Treatment; **(C)** Control vs. Treatment. Blue: downregulation, red: upregulation.

In the Control vs. Case group, the majority of DE-mRNAs were located in the chromosomes, except the Y chromosome (only one downregulated DE-mRNA was located in Y chromosome). 

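In the case group, DE-mRNAs were found on every autosome and on the X chromosome. The highest share was on chromosome 13, where 61 of 548 genes tested were DE-mRNAs (11.1%, against 7.2% of all genes; Fisher's exact test, two-sided, adjusted p = 0.0157 over the chromosomes). Chromosome 13 carries a large cluster of histone genes, and 26 of these 61 were histone genes, 24 of them lower in the case group. The exact test counts them as independent genes, so its p may be too small. Of the 4 genes of the Y chromosome that were tested, none was a DE-mRNA, none had an adjusted p under 0.05 by edgeR, and 0 of the 12 protein genes of the mitochondrial genome were DE-mRNAs.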

The DE-lncRNAs were almost evenly situated in each pair of chromosomes, and DE-miRNAs were situated in chromosomes 2, 3, 4, 7, 11, 12, 15, 17, 19, and X. DE-circRNAs were located in the euchromosomes and chromosome X (Supplementary Figure S3A).

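Between the treatment and case groups, the share of DE-mRNAs was highest on chromosome 1, with 63 of 846 genes tested (7.4%, against 5.3% of all genes). No chromosome had a share that differed from that of the other genes (Fisher's exact test, two-sided, adjusted p = 0.157 over the chromosomes for chromosome 1). On chromosome 13, 27 genes were DE-mRNAs (4.9% of those tested), and 7 of them were histone genes. None of the 4 genes tested on the Y chromosome was a DE-mRNA.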

In the Treatment vs. Case group, the DE-mRNAs, DE-lncRNAs, and DE-circRNAs were situated in all chromosomes except the Y chromosome. The DE-miRNAs were located in the 3, 5, 6, 7, 8, 11, 12, 13, 15, and X chromosomes (Supplementary Figure S3B).

In the Treatment vs. Control group, the locations of DE-mRNAs and DE-lncRNAs were similar to those in the Treatment vs. Case group, but the DE-circRNAs were located in the euchromosomes and Y chromosomes, and DE-miRNAs were located in the 1, 3, 5, 6, 7, 8, 10, 11, 12, 14, 15, 19, and X chromosomes (Supplementary Figure S3C).

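In the treatment group against the control group, 38 of the genes tested on chromosome 13 were DE-mRNAs (6.9%, against 3% of all genes; Fisher's exact test, two-sided, adjusted p = 2.4e-05 over the chromosomes). Of these 38, 27 were histone genes, and all 27 were lower in the treatment group. They were counted as independent genes, so the p of the exact test may be too small. On the Y chromosome, none of the 4 genes tested was a DE-mRNA.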

### 3.3 Functional enrichment analyses of DE-mRNAs in the three groups

The functional enrichment results of DE-mRNAs in the Control vs. Case group illustrated that 1261 GO terms and 98 KEGG pathways were enriched by 701 DE-mRNAs. For example, chromosome separation, nuclear division, nuclear chromosome segregation, organelle fission, and mitotic nuclear segregation were the major enriched GO BP terms. 

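Genes that build the mitotic spindle and separate the chromosomes were lower in the case group than in the control group. Of 40 genes of mitosis and chromosome segregation, 36 fell, none rose and 4 did not pass (39 fell when adjusted over the list alone), with a median of -2.25 (camera, adjusted p = 5.43e-29, and adjusted p = 0.117 with an estimated correlation). Mki67, a marker of dividing cells, was at 3.97 ± 0.0809 FPKM in the control group and 0.837 ± 0.15 FPKM in the case group, and fell by 2.23 (SE 0.189, adjusted p = 0.00017). Prc1, which bundles the microtubules of the spindle midzone, fell by 2.44 (SE 0.242, adjusted p = 0.000403). Tpx2, which nucleates spindle microtubules, fell by 2.42 (SE 0.255, adjusted p = 0.000479), and cyclin A2 (Ccna2) fell by 2.52 (SE 0.277, adjusted p = 0.000561). The scores of the list lay from -2.62 to -1.79 in the 4 case libraries and from -0.02 to 0.01 in the 3 control libraries. Of 25 genes of DNA replication, 10 fell, none rose and 15 did not pass (17 fell when adjusted over the list alone; camera, adjusted p = 1.26e-07, and adjusted p = 0.136 with an estimated correlation). Among them, Mcm2, a subunit of the replicative helicase, fell by 1.00 (SE 0.132, adjusted p = 0.00112). Among the DE-mRNAs that were lower in the case group, 58 of the 342 genes annotated to cell division were found where 11.5 were expected (Fisher's exact test, one-sided, adjusted p = 1.44e-23 over the terms tested). Chromosome segregation had 18 of 81 where 2.7 were expected (adjusted p = 5.57e-10). Fisher's test counts genes as independent, and genes of these terms may vary together, so its p-values may be too small.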

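The DE-mRNAs that were lower in the case group held 28 of the 133 genes annotated to the centromeric region of chromosomes, 23 of the 119 of the kinetochore and 32 of the 186 of the spindle. By chance 4.5, 4 and 6.2 were expected, and the adjusted p of Fisher's exact test, one-sided, was 4.45e-14, 4.33e-11 and 1.52e-13. Of the nucleosome genes, which are largely histones, 25 of 72 were among them where 2.4 were expected (adjusted p = 4.27e-18). The exact test counts genes as independent, but histone copies share reads, so this p may be far too small. Cenpe, the kinesin of the kinetochore, chosen after its values were seen, fell by 2.00 (SE 0.223, adjusted p = 0.000607). Its levels were low, at 0.366 ± 0.0183 FPKM in the control group (SD, n = 3) and 0.0903 ± 0.0164 FPKM in the case group (SD, n = 4), from 96 to 100 and 21 to 32 reads per library.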

Chromosomes, centromeric region, spindle, and chromosomal region, among others, were the primarily enriched terms in CC. 

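Some kinesins that move along spindle microtubules were lower in the case group. Kif15 fell by 2.75 (SE 0.334, adjusted p = 0.00083) and Kif11, which pushes the spindle poles apart, fell by 2.03 (SE 0.282, adjusted p = 0.00146), both chosen after their values were seen. Kif15 had 131 to 207 reads in the control libraries and 18 to 31 in the case libraries. Among the DE-mRNAs that were lower, 26 of the 221 genes annotated to microtubule binding were found where 7.4 were expected (Fisher's exact test, one-sided, adjusted p = 8.62e-08), and 13 of the 45 of microtubule motor activity where 1.5 were expected (adjusted p = 5.78e-09). Among those that were higher, 11 genes of microtubule binding were found where 8.5 were expected (adjusted p = 0.377). Tubulin binding, as the deposited table annotates it, had 2 of 58 genes among the lower DE-mRNAs where 1.9 were expected (adjusted p = 0.803). Genes annotated only to narrower terms were not counted there, so this does not test the paper's wider term.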

In MF, microtubule binding, tubulin binding, metal ion transmembrane transporter activity, microtubule motor activity, among others, were the major common terms. Furthermore, systemic lupus erythematosus, neutrophil extracellular trap formation, and alcoholism were the primarily enriched KEGG pathways (Figure 2A).

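Part of the replication-dependent histone genes, which make up the chromatin of newly copied DNA, were lower in the case group. Of 50 such genes, 19 fell, none rose and 31 did not pass (1 rose and 24 fell when adjusted over the list alone), with a median of -0.97 (camera, adjusted p = 4.28e-08, and adjusted p = 0.523 with an estimated correlation). The linker histone H1f1 was at 4.80 ± 0.837 FPKM in the control group and 1.10 ± 0.165 FPKM in the case group, and fell by 2.11 (SE 0.28, adjusted p = 0.00114). H3c10 fell by 2.16 (SE 0.317, adjusted p = 0.00188) and H3c3 by 2.70 (SE 0.428, adjusted p = 0.00286). Histone genes are near-identical copies that share reads, so which copy fell is uncertain. Genes of neutrophils were measured beside them. Of 7 neutrophil genes, 2 rose, none fell and 5 did not pass (3 rose when adjusted over the list alone; camera, adjusted p = 0.00561, and adjusted p = 0.523 with an estimated correlation). The median of these 7 was 2, and their scores lay from 0.49 to 2.39 in the case libraries and from 0 to 0.08 in the control libraries. Without case library d the adjusted p was 0.0539.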

**FIGURE 2:**
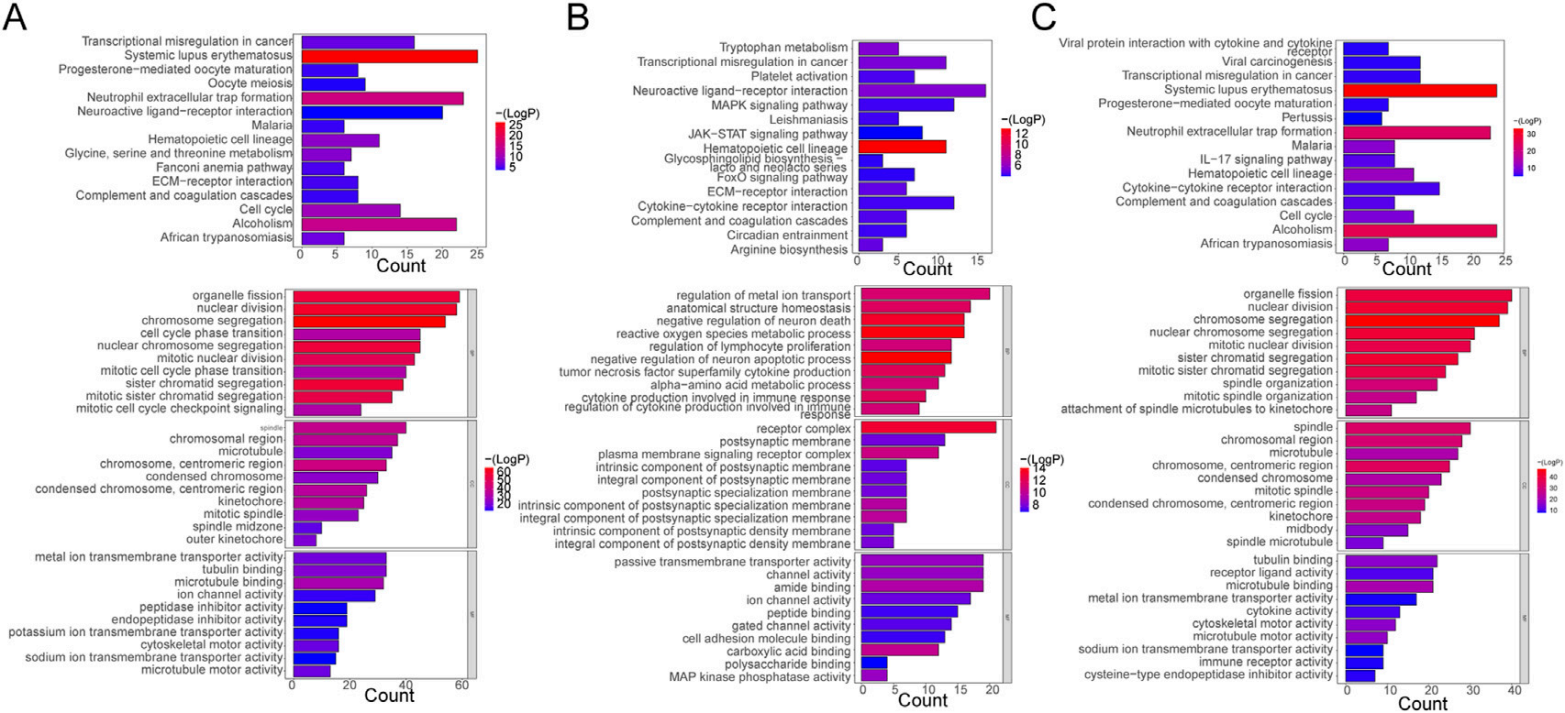
Functional Enrichment Analysis. **(A)** Bar plots of KEGG pathway and GO enrichment analyses in the control and case groups. **(B)** Bar plots of KEGG pathway and GO enrichment analyses in the case and treatment groups. **(C)** Bar plots of KEGG pathway and GO enrichment analyses in the control and case groups. Each GO map presents the top 10 enriched terms in BP, CC, and MF. Each KEGG map shows the top 15 enriched KEGG pathways.

With respect to DE-mRNAs in the Treatment vs. Case group, 928 GO terms and 33 KEGG pathways were enriched by the 466 DE-mRNAs. 

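Of 2 annotated terms on restraint of the death of neurons, 1 was overrepresented among the DE-mRNAs that were lower in the treatment group than in the case group. Of the 138 genes annotated to negative regulation of the neuron apoptotic process, 13 were among them where 4.2 were expected (Fisher's exact test, one-sided, adjusted p = 0.00483 over the terms tested). Negative regulation of neuron death, as the deposited table annotates it, had 1 of its 59 genes among them where 1.8 were expected (odds ratio 0.544, adjusted p = 1). The 13 genes of the former term include Nr4a2, Nr4a3, Btg2, Bcl2l1, Mt1 and Hmox1, the first 4 of which were chosen after their values were seen. Nr4a2, an orphan nuclear receptor, fell by 1.62 (SE 0.235, adjusted p = 0.00516). Btg2, which slows the cell cycle, fell by 2.12 (SE 0.31, adjusted p = 0.00516). Mt1, a metal-binding protein, was at 151 ± 70.3 FPKM in the case group and 36.3 ± 4.02 FPKM in the treatment group (SD, n = 4 each), and fell by 2.11 (SE 0.323, adjusted p = 0.00625). Of the 150 genes annotated to receptor complex, 12 were DE-mRNAs in either direction where 8 were expected (adjusted p = 0.388). Carboxylic acid binding had 0 of its 10 annotated genes among the DE-mRNAs counted with edgeR in either direction. For all of these terms, genes annotated only to narrower terms were not counted, so low counts do not contradict the paper's enrichment. Of 16 genes of cardiac contraction and calcium handling, 2 rose, none fell and 14 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.0298, and adjusted p = 0.511 with an estimated correlation). Jph2, which anchors the sarcoplasmic reticulum to the T-tubule, rose by 0.54 (SE 0.115, adjusted p = 0.0194), and Casq2, which stores calcium there, rose by 0.46 (SE 0.114, adjusted p = 0.0303), calls kept in 8 and 4 of the 11 fits that left out 1 library. The camera adjusted p of this list was 0.0704, 0.199, 0.0741 and 0.0582 without case library c, case library d, treatment library a and treatment library d.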

The common enriched GO terms primarily included regulation of metal ion transport, anatomical structure homeostasis, negative regulation of neuron death, and others in BP; receptor complex, plasma membrane signaling receptor complex, integral component, and others in CC; and carboxylic acid binding, amide binding, kinase phosphatase activity, and others in MF. Additionally, hematopoietic cell lineage, neuroactive ligand-receptor interaction, transcriptional dysregulation in cancer, tryptophan metabolism, and others were the primarily enriched pathways (Figure 2B).

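Genes of platelets were higher in the treatment group than in the case group, while most genes of the hematopoietic cell lineage did not pass the test. Ppbp, a chemokine stored in platelets, was at 17.4 ± 13.9 FPKM in the treatment group and 1.54 ± 0.998 FPKM in the case group (SD, n = 4 each), and rose by 3.52 (SE 0.585, adjusted p = 0.00873). Gp9, a subunit of the von Willebrand factor receptor, rose by 3.98 (SE 0.828, adjusted p = 0.0178, and 0.0563 or 0.0511 without case library a or treatment library d), from 0 to 12 reads in the case libraries and 26 to 181 in the treatment libraries. Itga2b, the integrin of the fibrinogen receptor, rose by 2.04 (SE 0.456, adjusted p = 0.0222, and 0.0651 without case library a), and the platelet tubulin Tubb1 rose by 4.20 (SE 0.746, adjusted p = 0.01), from 12 to 40 reads in the case libraries and 105 to 817 in the treatment libraries. Of 5 platelet genes, 4 rose, none fell and 1 did not pass (4 rose when adjusted over the list alone; camera, adjusted p = 0.000679, and adjusted p = 0.42 with an estimated correlation). The exception was Pf4, another platelet chemokine, with a log2 fold change of 0.53 (SE 0.32, adjusted p = 0.285). The scores of the platelet list lay from 2.29 to 4.99 in the treatment libraries and from -0.62 to 1.21 in the case libraries. Those of the erythroid list lay from 1.15 to 2.76 and from 1.25 to 2.03. Of 42 genes of the hematopoietic cell lineage, 3 rose, 6 fell and 33 did not pass (4 rose and 7 fell when adjusted over the list alone; camera, adjusted p = 0.862), and 2 of the 3 that rose are Gp9 and Itga2b of the platelet list. Il4ra, a receptor subunit for interleukin-4, fell by 1.29 (SE 0.207, adjusted p = 0.00735) and Cd14, a coreceptor for endotoxin, fell by 1.10 (SE 0.231, adjusted p = 0.0183, and 0.0543 without treatment library d), both chosen after their values were seen.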

Furthermore, in the Treatment vs. Control group, the 476 DE-mRNAs enriched 952 GO terms. The major BP terms were chromosome segregation, nuclear division, sister chromatid segregation, nuclear chromosome segregation, and others. 

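The same list of mitosis and chromosome segregation genes was lower in the treatment group than in the control group. Of its 40 genes, 22 fell, none rose and 18 did not pass (37 fell when adjusted over the list alone), with a median of -1.81 (camera, adjusted p = 7.5e-49, and adjusted p = 0.0262 with an estimated correlation). Mki67 was at 0.837 ± 0.209 FPKM in the treatment group (SD, n = 4) and fell by 2.26 (SE 0.19, adjusted p = 0.000379). Prc1 fell by 2.26 (SE 0.241, adjusted p = 0.00168) and Ccna2 by 2.36 (SE 0.275, adjusted p = 0.00327). Of 25 DNA replication genes, 5 fell, none rose and 20 did not pass (17 fell when adjusted over the list alone; camera, adjusted p = 2.19e-22, and adjusted p = 0.0207 with an estimated correlation). Uhrf1, which maintains DNA methylation at replication, fell by 1.90 (SE 0.28, adjusted p = 0.00864, and 0.0682 or 0.0543 without control library a or c). Against the case group, 2 of the 40 mitosis genes rose, none fell and 38 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.00762, and adjusted p = 0.716 with an estimated correlation). Without case library c or treatment library d, that camera adjusted p was 0.228 or 0.0789. Among the DE-mRNAs that were lower in the treatment than in the control group, 55 of the 342 genes of cell division were found where 5.6 were expected (Fisher's exact test, one-sided, adjusted p = 5.37e-38). Of the 30 genes of mitotic sister chromatid segregation, 11 were found where 0.5 were expected (adjusted p = 1.69e-12). Both exact tests count genes as independent, so their p-values may be too small where genes vary together.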

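The DE-mRNAs that were lower in the treatment than in the control group held 25 of the 133 genes annotated to the centromeric region and 30 of the 186 of the spindle. By chance 2.2 and 3 were expected (Fisher's exact test, one-sided, adjusted p = 3.31e-19 and 6.9e-21). Of the 72 nucleosome genes, 28 were among them where 1.2 were expected (adjusted p = 7.78e-31). Histone copies that share reads are not independent, as this test takes them to be, so that p may be far too small. Kif15, a kinesin of the spindle, was at 0.0733 ± 0.0297 FPKM in the treatment group (SD, n = 4) and 0.462 ± 0.113 FPKM in the control group (SD, n = 3), and fell by 2.67 (SE 0.333, adjusted p = 0.00485). It had 11 to 32 reads in the treatment libraries.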

The major CC terms were chromosome, centromeric region, microtubule, chromosomal region, spindle, and others. The major MF terms were microtubule binding, receptor-ligand activity, tubulin binding, and others. Moreover, 31 KEGG pathways were enriched, and the top fifteen most significant pathways were shown in the chart, which primarily included alcoholism, neutrophil extracellular trap formation, and systemic lupus erythematosus, among others (Figure 2C).

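Of the 221 genes annotated to microtubule binding, 22 were among the DE-mRNAs that were lower in the treatment than in the control group, where 3.6 were expected (Fisher's exact test, one-sided, adjusted p = 2.21e-11). Tubulin binding had 2 of its 58 annotated genes among them where 0.9 were expected (adjusted p = 0.39), with genes annotated only to narrower terms not counted. The same test was not run for receptor-ligand activity.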

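Part of the histone genes were lower in the treatment group than in the control group. Of 50 replication-dependent histone genes, 12 fell, none rose and 38 did not pass (31 fell when adjusted over the list alone), with a median of -1.15 (camera, adjusted p = 4.58e-25, and adjusted p = 0.0833 with an estimated correlation). H1f1 was at 1.21 ± 0.411 FPKM in the treatment group (SD, n = 4) and fell by 2.00 (SE 0.279, adjusted p = 0.00829), and H3c3 fell by 2.60 (SE 0.426, adjusted p = 0.0161). Without control library c neither passed, at adjusted p of 0.0543 and 0.0852, and H3c3 did not without control library a or b, at 0.0869 or 0.0575. Reads shared between the near-identical copies leave the value of each one uncertain. Against the case group, 2 of the 50 fell, none rose and 48 did not pass (0 when adjusted over the list alone by edgeR; camera, adjusted p = 0.229). Of 7 neutrophil genes, edgeR called none and 7 did not pass (5 rose when adjusted over the list alone, and 6 were higher at an unadjusted p under 0.05), with a median of 2.82 (camera, adjusted p = 5e-05, and adjusted p = 0.227 with an estimated correlation). Their scores lay from 0.03 to 3.74 in the 4 treatment libraries.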

### 3.4 ceRNA and ceRNA (circ) networks of the three groups

A ceRNA network containing 99 nodes and 127 edges and a ceRNA (circ) network containing 157 nodes and 354 edges were established using DE-mRNAs in the Case vs. Control group (Figure 3A, B). Based on the mRNAs in the Treatment vs. Case group, a ceRNA network with 104 nodes and 112 edges and a ceRNA (circ) network with 293 nodes and 492 edges were established (Supplementary Figures S4A, B). In the Treatment vs. Control group, a ceRNA network with 68 nodes and 66 edges and a ceRNA (circ) network with 226 nodes and 424 edges were established (Supplementary Figures S4C, D).

**FIGURE 3:**
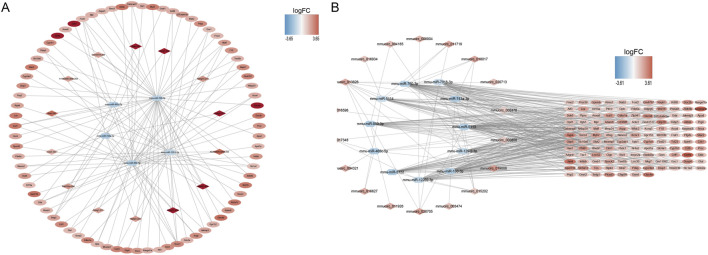
ceRNA network construction. **(A)** mRNA-miRNA-lncRNA network in control and case groups. **(B)** mRNA-miRNA-circRNA network in control and case groups. In the mRNA-miRNA-lncRNA (circRNA) network, the hexagon represents miRNA, the rhombus represents lncRNA (circRNA), the oval represents mRNA, and the color represents logFC value. The redder the color, the more upregulated the expression of the gene, and the bluer the color, the more downregulated the expression of the gene.

### 3.5 Functional enrichment analyses of mRNAs in the networks

Five hundred and sixty-seven GO terms and nine KEGG pathways were enriched by the mRNAs in the ceRNA network of the Case vs. Control group. For instance, the purine nucleoside metabolic process, nucleoside metabolic process, response to xenobiotic stimulus, leading-edge membrane, cell projection membrane, cell leading edge, carboxylic acid binding, metal ion transmembrane transporter activity, and organic acid:sodium symporter activity were the primary enriched terms. The nine KEGG pathways were basal cell carcinoma, biosynthesis of amino acids, GABAergic synapse, glutamatergic synapse, JAK-STAT signaling pathway, nicotinate and nicotinamide metabolism, nucleotide metabolism, purine metabolism, and synaptic vesicle cycle (Figure 4A). Additionally, the mRNAs in the ceRNA (circ) network of the Case vs. Control group enriched 694 GO terms and 17 KEGG pathways, such as response to xenobiotic stimulus, small molecule catabolic process, cell projection membrane, and carboxylic acid binding in GO. Parathyroid hormone synthesis, secretion, and action, glyoxylate and dicarboxylate metabolism, breast cancer, and basal cell carcinoma were the major KEGG pathways (Supplementary Figure S5A).

**FIGURE 4:**
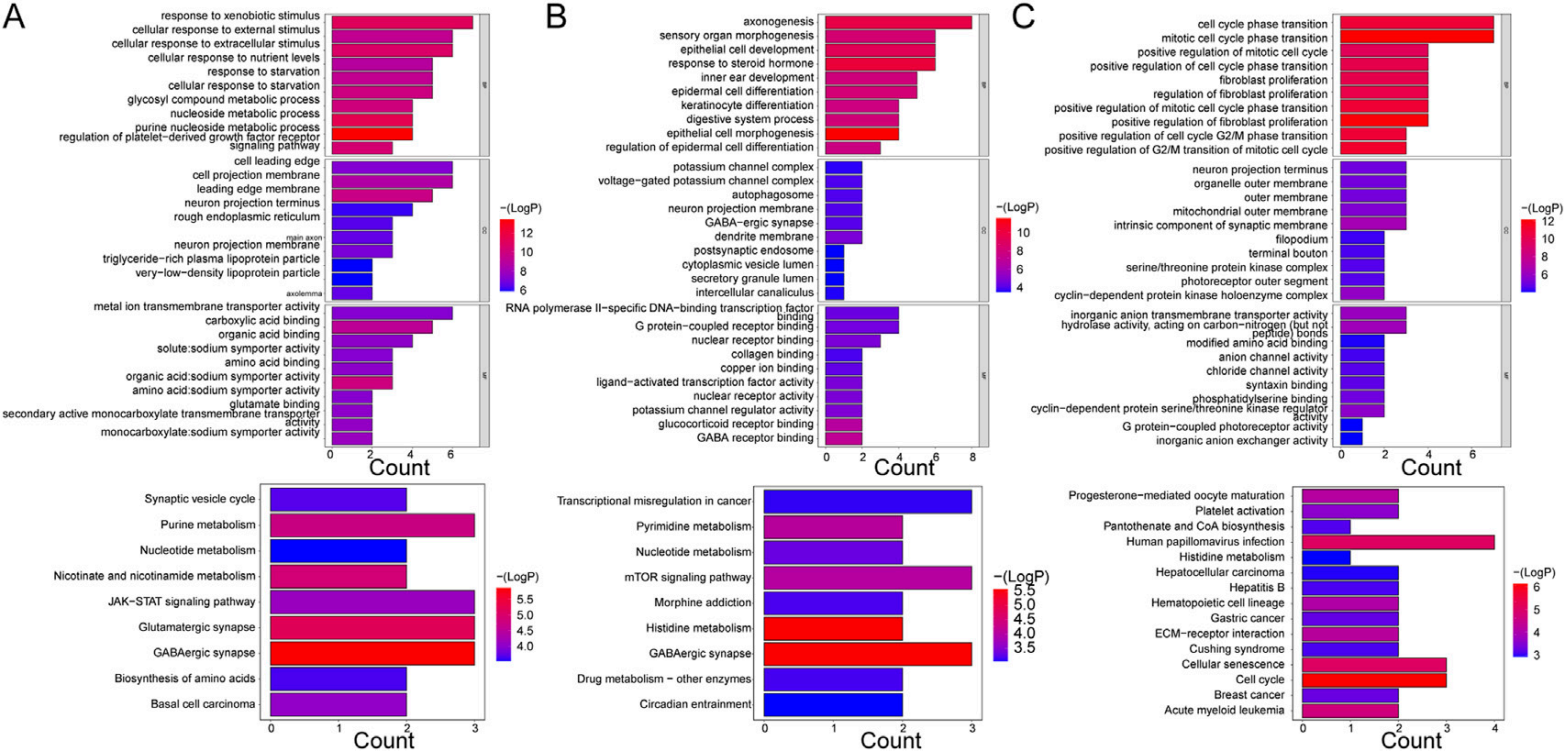
GO enrichment and KEGG pathway analyses of mRNAs enrolled in ceRNA networks. **(A)** KEGG pathway and GO enrichment analysis of mRNAs in the ceRNA (lncRNA) network in control and case groups. **(B)** KEGG pathway and GO enrichment analysis of mRNAs in the ceRNA (lncRNA) network in the case and treatment groups. **(C)** KEGG pathway and GO enrichment analysis of mRNAs in the ceRNA (lncRNA) network in the control and treatment groups. Each GO map shows the top 10 enriched phrases in BP, CC, and MF. On **(A, B)**, the top 9 enriched KEGG pathways are shown, while **(C)** shows the top 15 enriched KEGG pathways.

With respect to the Case vs. Treatment group, the mRNAs in ceRNA network enriched axonogenesis, response to steroid hormone, epithelial cell development, dendrite membrane, G protein-coupled receptor binding, RNA polymerase II-specific DNA-binding transcription factor binding, and others among 426 GO terms. The nine enriched KEGG pathways primarily included GABAergic synapse, histidine metabolism, and mTOR signaling pathway (Figure 4B). In addition, the mRNAs in the ceRNA (circ) network commonly enriched 684 GO terms and 23 KEGG pathways, such as regulation of metal ion transport, glutamatergic synapse, carbohydrate binding, transcriptional dysregulation in cancer, and FoxO signaling pathway (Supplementary Figure S5B).

Finally, in the Treatment vs. Control group, the mRNAs from the ceRNA network enriched 314 GO terms and 14 KEGG pathways. The enriched BP terms were more significant than the CC and MF terms, such as mitotic cell cycle phase transition, cell cycle phase transition, and positive regulation of fibroblast proliferation. The most significantly enriched pathways included cell cycle, cellular senescence, and human papillomavirus infection, among others (Figure 4C). Besides, the enrichment results of mRNAs in the ceRNA (circ) network were similar in that the enriched BP terms were more significant than those in CC and MF as well, such as regulation of body fluid levels, G2/M transition of mitotic cell cycle, and cell cycle G2/M phase transition. Hematopoietic cell lineage, cytokine-cytokine receptor interaction, *Staphylococcus aureus* infection, and others were some of the primarily enriched KEGG pathways (Supplementary Figure S5C).

### 3.6 Identification and functional annotation of DE-ERSRGs

Thirteen intersected mRNAs (Fos, Hp, Serpina3n, Cdkn1a, Atf3, Nos2, Fkbp5, Tfrc, Nox4, Gabarapl1, Herpud1, Casq1, and Ppp1r15a) were identified from the overlap analysis; these were considered DE-ERSRGs (Supplementary Table S4; Figure 5A). 

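Some genes related to ER stress differed both between the case and control groups and between the treatment and case groups. Of the 826 distinct symbols of Supplementary Table S2, 690 were tested, and 31 were DE-mRNAs in both the case against control and the treatment against case comparison. Over all 14050 genes tested, 434 were DE-mRNAs in both, and the 31 were not tested against that share. All 13 genes listed by the paper were among the 31. The other 18 included Hmox1, which degrades heme, at 2.61 and -2.83, Myc, a transcription factor of growth, at 1.51 and -1.99, and Foxo3, a transcription factor of the fasting response, at 1.03 and -1.13. Of the 31 genes, 30 moved in opposite directions in the 2 comparisons. The exception was Cdkn3, at -1.33 and -1.36. Both comparisons share the case libraries. In 20 simulations, all 11 libraries were drawn from 1 mean per gene, and both comparisons used the same simulated case libraries. On average, 15.35 of the 15.55 genes that were DE-mRNAs in both there also moved in opposite directions. The opposite directions are therefore not evidence of their own. Serpina3n belongs to a family of near-identical copies, of which Serpina3c, Serpina3f, Serpina3i and Serpina3m were also among the 31, and reads shared between them leave each value uncertain. In the case group, 53 of the 690 genes were DE-mRNAs, 43 higher and 10 lower, where 49.9 were expected (odds ratio 1.07; Fisher's exact test, one-sided, p = 0.341). In the treatment group against the case group, 47 were, 10 higher and 37 lower, where 36.8 were expected (odds ratio 1.32; the same exact test, p = 0.0503). Over genes of at least 1 FPKM in 3 libraries, the p from Fisher's exact test was 0.0102 in the first comparison, with an odds ratio of 1.52, and 0.00216 in the second, with an odds ratio of 1.74. At an adjusted p under 0.05, 96 of the 690 rose, 51 fell and 543 did not pass in the case group (106 rose and 62 fell when adjusted over the list alone; camera, adjusted p = 0.511), and 30 rose, 74 fell and 586 did not pass in the treatment against the case group (40 and 91 when adjusted over the list alone; camera, adjusted p = 0.236). Without case library d, 51 genes were in the overlap. The paper considers the 13 genes of its overlap to be DE-ERSRGs.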

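Of the 13 genes, all passed the adjusted threshold between the case and control groups. Fos, Hp, Serpina3n, Cdkn1a, Atf3, Fkbp5, Nox4, Gabarapl1, Herpud1 and Ppp1r15a rose, and Nos2, Tfrc and Casq1 fell (10 rose and 3 fell when adjusted over the list alone). The study chose this list on these samples, so the count is not independent evidence of its direction. Serpina3n (chromosome 12, 104406729 to 104414329) rose by 5.11 (SE 0.372, adjusted p = 7.32e-05). Fos, an immediate early transcription factor (chromosome 12, 85473890 to 85477273), rose by 2.96 (SE 0.59, adjusted p = 0.00847). Hp, which binds free hemoglobin (chromosome 8, 109575128 to 109579172), was at 0.706 ± 0.593 FPKM in the control group (SD, n = 3) and 3.86 ± 3.13 FPKM in the case group (SD, n = 4), and rose by 2.47 (SE 0.757, adjusted p = 0.0462). Herpud1, a factor of ER-associated degradation (chromosome 8, 94386438 to 94395377), was at 114 ± 12.1 and 414 ± 201 FPKM and rose by 1.91 (SE 0.403, adjusted p = 0.0112). Ppp1r15a, which restores translation after stress (chromosome 7, 45522916 to 45526268), rose by 1.90 (SE 0.402, adjusted p = 0.0115). The spread between the case mice was wide. The scores of the 13 genes were 2.53, 2.51, 1.66 and 0.54 in case libraries a, b, c and d, and from -0.12 to 0.18 in the control libraries. Hp kept its call in 3 of the 11 fits that left out 1 library and Atf3 in 8, Herpud1 and Ppp1r15a did not pass without control library a or b, and without control library a, b or c 6, 6 or 8 of the 13 passed. Of 24 immediate early genes, Fos and Atf3 among them, 12 rose, none fell and 12 did not pass (15 rose when adjusted over the list alone; camera, adjusted p = 3.9e-06, and adjusted p = 0.351 with an estimated correlation). Junb rose by 2.06 (SE 0.206, adjusted p = 0.000403).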

The expression levels of DE-ERSRGs in the Case group were significantly different from those in the Control groups (Supplementary Figure S6A). 

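Nos2, Tfrc and Casq1 were lower in the case group than in the control group. Casq1, the calcium-binding protein of the skeletal sarcoplasmic reticulum (chromosome 1, 172209894 to 172219868), was at 12.5 ± 3.13 FPKM in the control group (SD, n = 3) and 1.46 ± 0.812 FPKM in the case group (SD, n = 4), and fell by 3.12 (SE 0.321, adjusted p = 0.000424). Nos2, the inducible nitric oxide synthase (chromosome 11, 78920787 to 78960254), was at 3.94 ± 0.629 and 1.29 ± 0.974 FPKM and fell by 1.65 (SE 0.413, adjusted p = 0.0217). Tfrc, which takes up transferrin-bound iron (chromosome 16, 32608920 to 32632794), was at 37.8 ± 10.7 and 8.80 ± 11.3 FPKM and fell by 2.15 (SE 0.669, adjusted p = 0.0481). The adjusted p of Tfrc ran from 2.69e-05 (without case library d) to 0.134 (without control library c) and passed only in the first of the 11 fits that left out 1 library. That of Nos2 was 0.0849, 0.0592, 0.059 and 0.0506 without control library a, b and c and case library a.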

Of note, the expression of Nos2, Tfrc, and Casq1 was higher in the control group (Figure 5B). Furthermore, these DE-ERSRGs were expressed differently between the Treatment and Case groups as well (Supplementary Figure S6B), and the expression levels of Tfrc, Nos2, and Casq1 were significantly higher in the treatment group (Figure 5C).

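Between the treatment and case groups, Fos, Serpina3n, Cdkn1a, Atf3, Fkbp5, Nox4, Gabarapl1, Herpud1 and Ppp1r15a fell and Casq1 rose. Fos fell by 3.47 (SE 0.544, adjusted p = 0.00676), from 10.5 ± 6.29 FPKM in the case group to 0.990 ± 0.768 FPKM in the treatment group (SD, n = 4 each). Serpina3n fell by 2.86 (SE 0.291, adjusted p = 0.00215) to 16.7 ± 6.46 FPKM. Casq1 rose by 1.67 (SE 0.303, adjusted p = 0.0112) to 4.61 ± 0.908 FPKM. Herpud1 fell by 2.27 (SE 0.367, adjusted p = 0.00758). The other 3 of the 13 did not pass the adjusted threshold, although all 13 passed the thresholds of the paper. Hp had a log2 fold change of -2.05 (SE 0.662, adjusted p = 0.0646), Nos2 of 1.18 (SE 0.391, adjusted p = 0.0691) and Tfrc of 1.92 (SE 0.635, adjusted p = 0.0689). Adjusted over the list alone, 3 rose and 10 fell, but the study chose the list on these samples, so this is not independent evidence of its direction (camera, adjusted p = 0.00102, and adjusted p = 0.165 with an estimated correlation). Against the control group, 1 of the 13 rose, 1 fell and 11 did not pass, and the list alone gave the same count. There Serpina3n rose by 2.25 (SE 0.329, adjusted p = 0.00864) and Casq1 fell by 1.45 (SE 0.301, adjusted p = 0.0421), calls kept in 8 and 3 of the 11 fits that left out 1 library. Without case library d, Hp, Nos2 and Tfrc passed against the case group, at adjusted p of 0.0214, 0.00146 and 4.59e-05. The scores of the 13 genes lay from -0.24 to 0.03 in the treatment libraries. Of the 24 immediate early genes, 17 fell, none rose and 7 did not pass (20 fell when adjusted over the list alone; camera, adjusted p = 2.01e-13, and adjusted p = 0.165 with an estimated correlation), and Junb fell by 1.71 (SE 0.182, adjusted p = 0.00242).

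**Figure D1:**
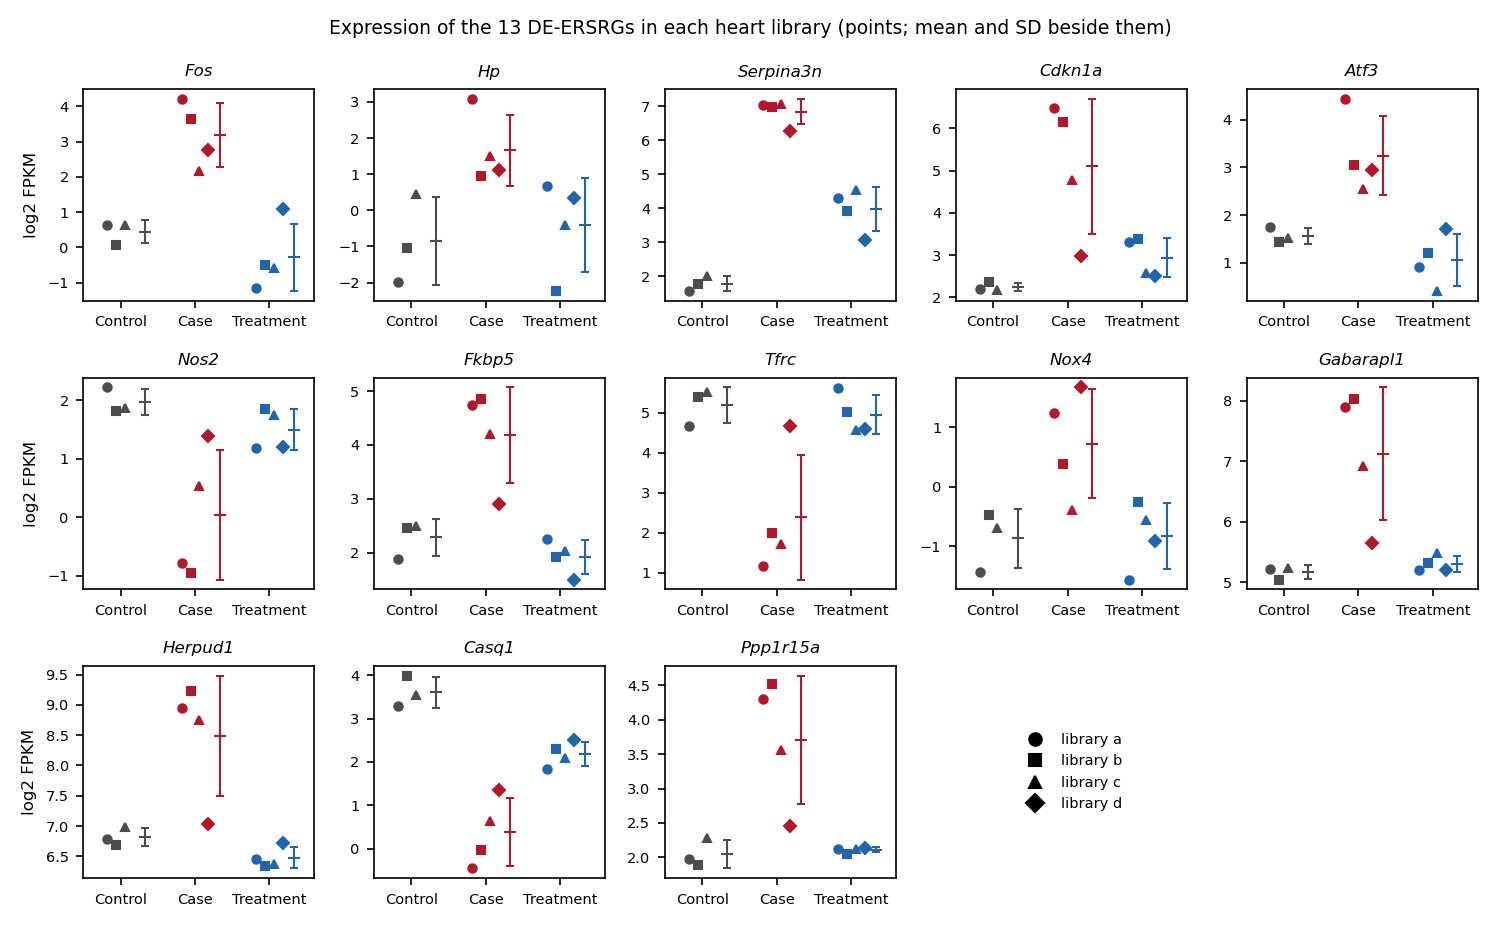
Levels of the 13 DE-ERSRGs, as log2 FPKM, in each heart library of the control (n = 3), case (n = 4) and treatment (n = 4) groups. Each symbol is 1 library, with letters a to d marked by shape, and the bar beside the points is the mean with its SD. The score of the 13 genes is 0.54 in case library d and from 1.66 to 2.53 in case libraries a, b and c.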

**FIGURE 5:**
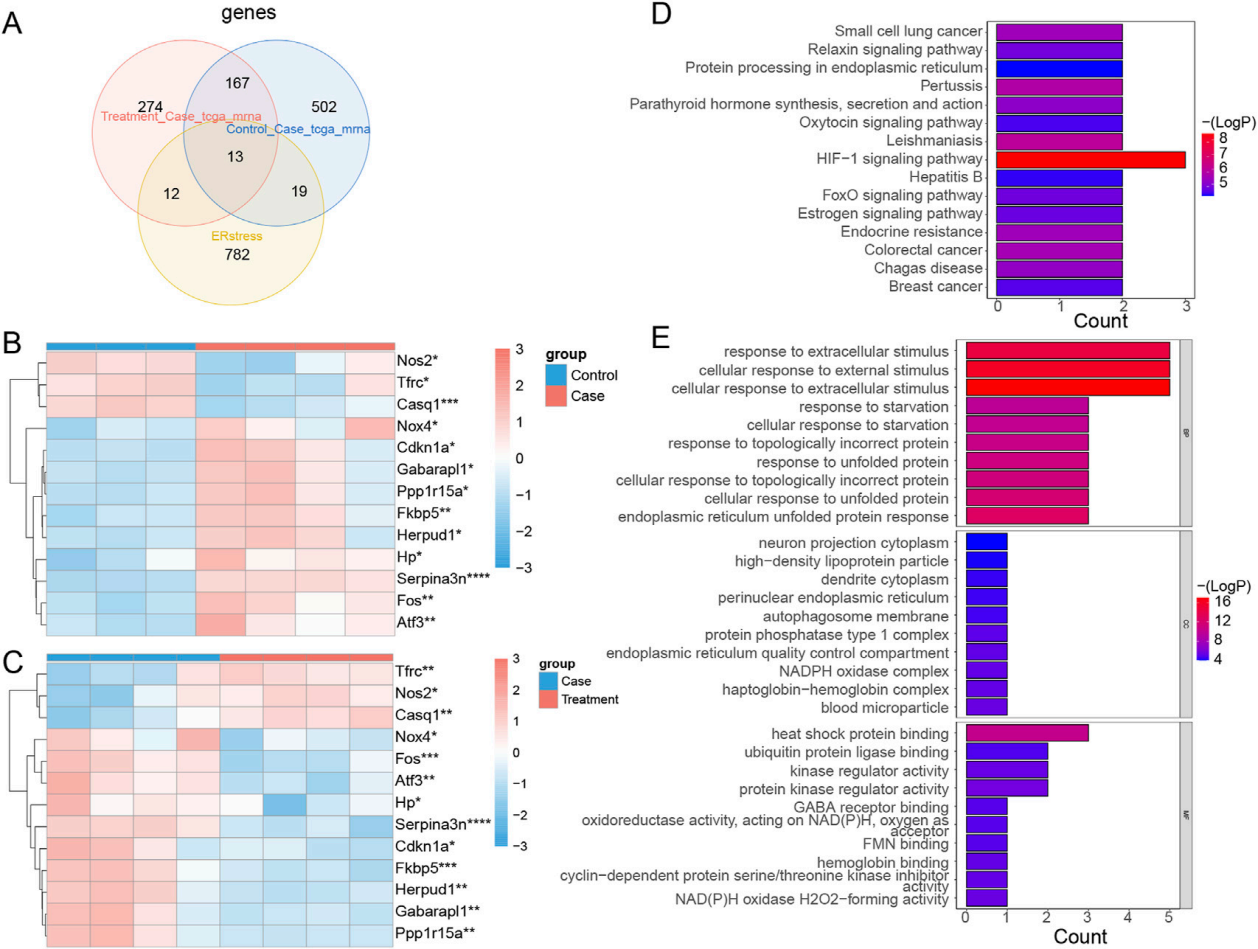
Identification of DE-ERSRGs and functional enrichement analysis. **(A)** Venn diagram of 13 DE-ERSRGs by overlapping DEGs in control vs. case group, DEGs in case group vs. treatment, with 826 ER stress-related genes. **(B)** Heat map of expression of 13 DE-ERSRGs in control and case groups. **(C)** Heat map of expression of 13 DE-ERSRGs in the case and treatment groups. **(D)** KEGG pathway analysis of 13 DE-ERSRGs. **(E)** GO enrichment analysis of 13 DE-ERSRGs.

Moreover, the enrichment results indicated that 24 KEGG and 429 GO term pathways were enriched by the 13 DE-ERSRGs. HIF-1 signaling was the most significantly enriched KEGG pathway, followed by Leishmaniasis, Pertussis, and others (Figure 5D). Furthermore, cellular response to extracellular stimulus, cellular response to external stimulus, response to extracellular stimulus, and other terms, were the primary BP terms. Meanwhile, the CC terms included dendrite cytoplasm, high-density lipoprotein particle, neuron projection cytoplasm, and others. Heat shock protein binding, ubiquitin protein ligase binding, kinase regulator activity, and others were the primary terms in MF (Figure 5E).

### 3.7 Establishment of DE-ERSRG-based ceRNA and ceRNA (circ) networks

The ceRNA network of 13 DE-ERSRGs illustrated that 15 nodes and 14 edges were present in the network, which only contained four of the 13 DE-ERSRGs (Cdkn1a, Atf3, Fkbp5, and Gabarapl1) (Figures 6A, B). In addition, a ceRNA (circ) network with 23 nodes and 28 edges was established based on the 13 DE-ERSRGs, which only contained the same four DE-ERSRGs (Figures 6C, D). Therefore, these four genes were regarded as key DE-ERSRGs. Similarly, according to the online dataset from GEO database (GSE210252), the expression patterns of four key DE-ERSRGs between mice received restraint stress or no stress were further explored and exhibited in Supplementary Figure S7, supporting that Cdkn1a, Atf3, and Gabarapl1 expressed higher in case group than that in control group, which were consistent to the results of our study above that shown in Supplementary Figure S6A.

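The 4 key genes rose in the case group and fell in the treatment group. Cdkn1a, the cell cycle inhibitor p21 (chromosome 17, 29090976 to 29100727), was at 4.75 ± 0.334 FPKM in the control group (SD, n = 3), 49.4 ± 38.1 FPKM in the case group (SD, n = 4) and 7.97 ± 2.51 FPKM in the treatment group (SD, n = 4). It rose by 3.43 (SE 0.686, adjusted p = 0.00865) and then fell by 2.71 (SE 0.589, adjusted p = 0.0206). Atf3, a transcription factor of the stress response (chromosome 1, 191170296 to 191218039), was at 2.97 ± 0.339, 10.9 ± 7.28 and 2.20 ± 0.817 FPKM, and its log2 fold changes were 1.90 (adjusted p = 0.0166) and -2.36 (adjusted p = 0.00967). Fkbp5, a cochaperone of the glucocorticoid receptor (chromosome 17, 28399094 to 28517527), was at 4.96 ± 1.1, 20.5 ± 9.77 and 3.85 ± 0.802 FPKM. Gabarapl1, which builds autophagosomes (chromosome 6, 129533160 to 129542346), was at 36.1 ± 2.71, 168 ± 99.7 and 39.7 ± 3.84 FPKM, with log2 fold changes of 2.27 (adjusted p = 0.00927) and -2.15 (adjusted p = 0.0132). Of 23 FoxO targets and autophagy genes, which include Gabarapl1, 15 rose in the case group, none fell and 8 did not pass (17 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 4.81e-05, and adjusted p = 0.569 with an estimated correlation). Between the treatment and case groups, 14 fell, none rose and 9 did not pass (17 fell when adjusted over the list alone; camera, adjusted p = 1.74e-05, and adjusted p = 0.598 with an estimated correlation). The FoxO scores were 1.12, 1.17, 0.7 and 0.03 in case libraries a, b, c and d. Without case library a or any of the 4 treatment libraries the fall of Cdkn1a did not pass (adjusted p up to 0.0605), and without control library a, b or c the rise of Atf3 did not (up to 0.073). The paper regards these genes as key because they were the only ones of the 13 in its ceRNA networks, whose lncRNA, miRNA and circRNA data were not analysed here.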

**FIGURE 6:**
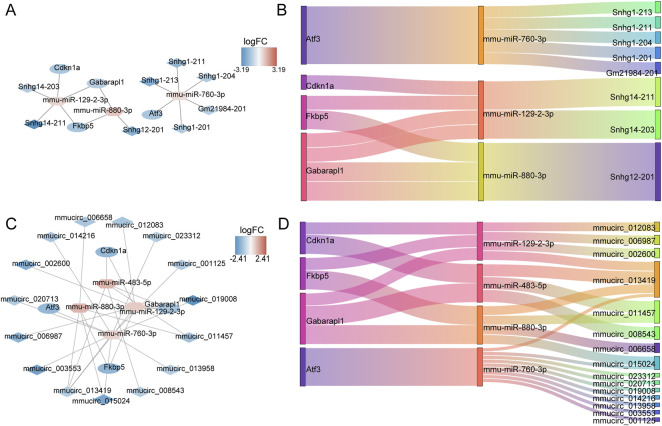
Construction of ceRNA networks for 13 DE-ERSRGs. **(A)** mRNA-miRNA-lncRNA regulatory network. **(B)** Sankey diagram of the mRNA-miRNA-lncRNA regulatory. **(C)** mRNA-miRNA-circRNA regulatory network. **(D)** Sankey diagram of mRNA-miRNA-circRNA regulatory. In the mRNA-miRNA-lncRNA (circRNA) network, the hexagon represents miRNA, the rhombus represents lncRNA (circRNA), the oval represents mRNA, and the color represents logFC value. The closer the color is to red, the more upregulated the expression is, and the closer the color is to blue, the downregulated the expression is.

### 3.8 RT-qPCR validation of 13 DE-ERSRGs

To gain deeper insights on the expression levels of the 13 DE-ERSRGs (Fos, Hp, Serpina3n, Cdkn1a, Atf3, Nos2, Fkbp5, Tfrc, Nox4, Gabarapl1, Herpud1, Casq1, and Ppp1r15a), RT-qPCR was performed using eleven tissue samples. The expression levels of the DE-ERSRGs were distinctly different between the control and case samples (all *p* < .05), which was consistent with the results of previous bioinformatics analysis. Conversely, the expression levels in the case and treatment groups were significantly different, except for the levels of Ppp1r15a and Nos2. 

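In the sequencing data, Ppp1r15a and Nos2 both passed the thresholds of the paper between the treatment and case groups. Only Ppp1r15a also passed the adjusted threshold. Ppp1r15a, which directs a phosphatase to the translation factor eIF2alpha, was at 15.0 ± 7.89 FPKM in the case group and 4.31 ± 0.106 FPKM in the treatment group (SD, n = 4 each), and fell by 1.86 (SE 0.362, adjusted p = 0.0143). Its adjusted p stayed under 0.0465 or at that value in the 11 fits that left out 1 library. Nos2 was at 1.29 ± 0.974 FPKM in the case group and 2.88 ± 0.696 FPKM in the treatment group, and its adjusted p of 0.0691 ran from 0.00146 to 0.169 in those fits, passing in 1 of 11.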

Although the expression levels of these two genes were not statistically significant, they were altered, as confirmed by the sequencing results (Figure 7).

**FIGURE 7:**
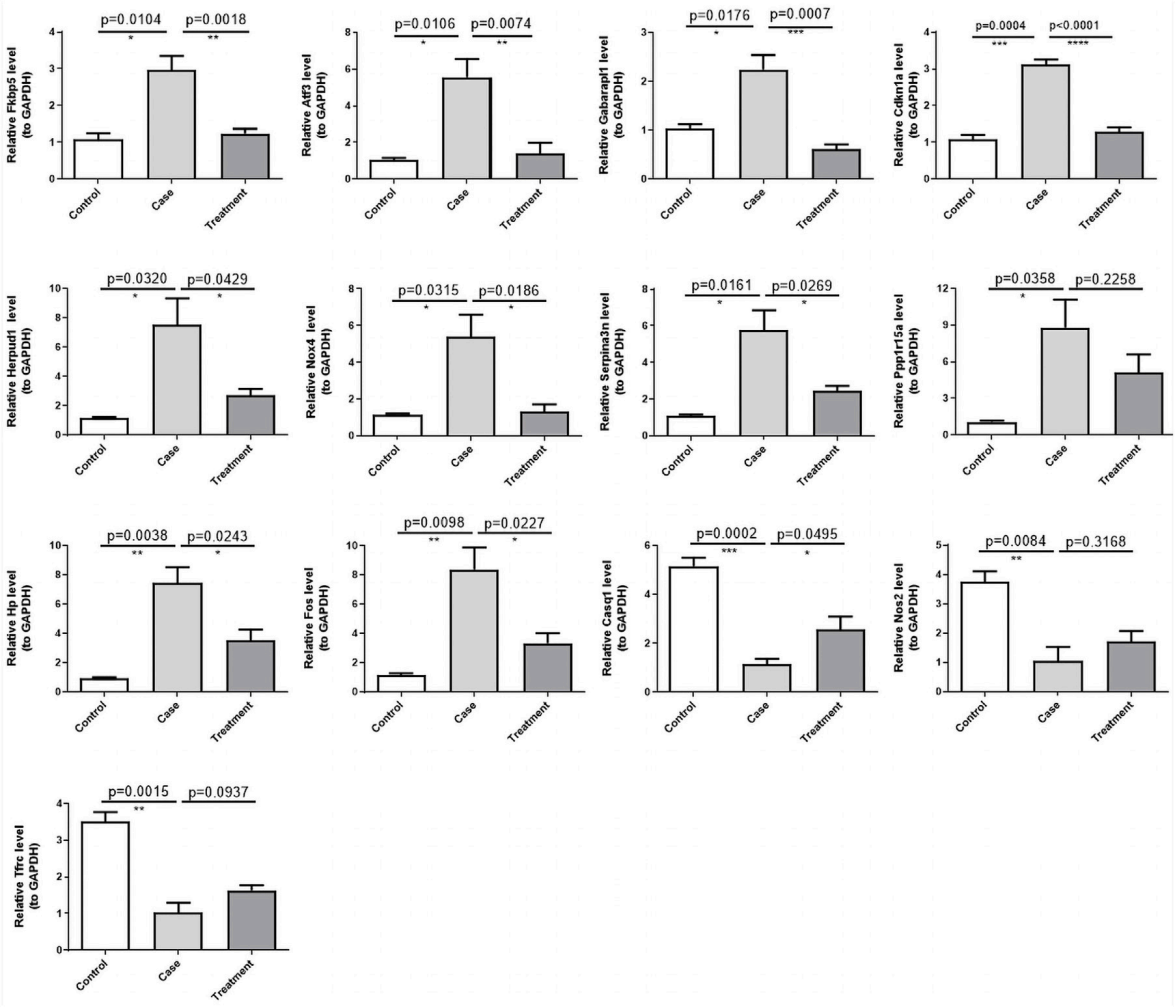
Validation of the expression of 13 DE-ERSRGs by RT-qPCR. Validation of the expression levels of 13 DE-ERSRGs in mice tissue samples by quantitative RT-PCR. Error bars show mean ± SD. Data are representative of three independent experiments. *p < .05, **p < .01, ***p < .001.

## 4 Discussion

Numerous studies, including epidemiological and experimental studies in humans and animals, have yielded compelling evidence favoring the strong association between psychosocial factors and cardiovascular morbidity. In current European guidelines for the prevention of CVDs, psychological stress is recognized as a potential contributing factor to both CVD development and progression (Piepoli et al., 2016). Yet, the limited understanding of the molecular mechanisms underpinning chronic stress-induced cardiac injury has led to the lack of effective treatment options. Several studies have shown that psychological stress is a determinant of the prognosis and outcome of cardiovascular events, rather than a cause of CVD (Sara et al., 2021). On one hand, psychological stress can contribute to some adverse lifestyle patterns in humans, such as the abuse of tobacco and alcohol, poor eating habits, or sleep disorders. These confounding factors complicate the assessment of the effects of mental factors on the cardiovascular system in a given context. On the other hand, in animal experiments, subjects suffering from CVDs were simultaneously exposed to psychological stress to investigate the effect of stress on the progression of pre-existing CVDs, but limited attention was paid to the potential molecular processes induced by chronic psychological stress that induce cardiac tissue damage in healthy individuals. Cho et al. evaluated the molecular basis of cardiac damage in healthy persons exposed to psychological stress using a transcriptome sequencing approach, but their results failed to adequately account for the irreversible damage caused to the heart by chronic stress in American soldiers (Cho et al., 2014). This might be related to the methods (social defeat) they used, because the recurrence of the same stressor usually leads to adaptation and failure to reflect the unpredictable, uncontrollable, complex, and variable properties of naturally occurring stressors. In our study, we addressed and resolved some of the limitations of their study. The chronic psychological stress model was slightly modified from the chronic unpredictability stress model by increasing the stimulus intensity to reduce adaptation and better simulate chronic stress. The results suggested that mice that were subjected to the stress stimuli exhibited significant differences in all four behavioral experiments compared to control mice. In this modified model, we observed the abnormal expression of some ERSRGs, and the occurrence of ER stress may be a cause of permanent cardiac damage in healthy individuals suffering from chronic psychological stress.

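Most genes of the unfolded protein response did not pass the test between the case and control groups, and differences between its 3 arms were not tested. Of 19 targets of ATF4 and CHOP (the PERK arm), 6 rose in the case group, 1 fell and 12 did not pass (9 rose and 2 fell when adjusted over the list alone), with a median of 0.60 (camera, adjusted p = 0.0524). Atf4, the transcription factor of this arm, rose by 1.13 (SE 0.3, adjusted p = 0.0268), while Ddit3, which encodes CHOP, had a log2 fold change of -0.30 (SE 0.201, adjusted p = 0.332). In the treatment against the case group, 6 of the 19 fell, none rose and 13 did not pass (1 rose and 9 fell when adjusted over the list alone; camera, adjusted p = 0.00485, and adjusted p = 0.165 with an estimated correlation). Chac1, which degrades glutathione, fell by 2.27 (SE 0.397, adjusted p = 0.00967). Of 15 genes of XBP1 and ER-associated degradation (the IRE1 arm), 4 rose in the case group, 1 fell and 10 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.161), among them Dnajb9, an ER cochaperone, which rose by 0.84 (SE 0.225, adjusted p = 0.029). Atf4 and Dnajb9 did not pass without control library a, b or c or case library a or b. Against the case group, in the treated mice, 2 of the 15 fell and 13 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.229). Of 17 ER chaperones and folding enzymes (the ATF6 arm), 1 rose in the case group, Herpud1, and 16 did not pass, also when adjusted over the list alone, with a median of -0.03 (camera, adjusted p = 0.913). By limma's fry, another test of lists, the PERK and IRE1 lists were higher in the case group, at adjusted p of 0.00361 and 0.0196. The ATF6 list was not (fry, adjusted p = 0.926). Between treatment and case, fry gave adjusted p of 0.00114 for the PERK list, which was lower, 0.0552 for IRE1 and 0.834 for ATF6. Camera with an estimated correlation gave adjusted p of 0.24, 0.535 and 0.982 for the 3 arms in the case group. The scores of the PERK list lay from 0.30 to 0.51 in the case libraries and from -0.04 to 0.06 in the control libraries, and those of the IRE1 list from 0.12 to 0.22 and from -0.01 to 0.03. Those of the ATF6 list went both ways, at -0.18, -0.36, 0.35 and -0.02 in case libraries a, b, c and d, against -0.05 to 0.06 in the control libraries. Hspa5, which encodes the chaperone GRP78, was at 88.0 ± 4.51 FPKM in the control group (SD, n = 3) and 93.8 ± 33.8 FPKM in the case group (SD, n = 4), a log2 fold change of 0.09 (SE 0.204, adjusted p = 0.79). Atf4, Ddit3, Dnajb9 and Hspa5 were chosen after their values were seen. Of the 70 genes annotated to the response to ER stress, 7 were among the higher DE-mRNAs of the case group where 2.7 were expected (Fisher's exact test, one-sided, adjusted p = 0.0315), none was among the lower ones, and over both directions 7 were found where 5.1 were expected (adjusted p = 0.377). Between the treatment and case groups 4 were lower where 2.1 were expected (the same exact test, adjusted p = 0.502). The paper reports abnormal expression of some ERSRGs and proposes that ER stress may be a cause of lasting cardiac damage under chronic psychological stress.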

In recent years, a large body of evidence from research has shown that ER stress is linked to the pathogenesis and progression of multiple CVDs and is an important target for the treatment of diverse CVDs. In this study, we identified 13 DE-ERSRGs. Among them, Fos was previously reported to be a downstream signaling molecule of ER stress in obesity models (Levi et al., 2018), and GRP78 was shown to interact with the transcription factor Fos to promote ER stress (Gopal and Pizzo, 2021). Fu et al. found that the overexpression of sarcoplasmic ER calcium ATPase (SERCA2a) reduced Hp expression while alleviating ER stress, thereby improving cardiac function in animals with heart failure. This suggests that Hp expression may be positively correlated with the ER stress levels in cardiac tissues (Fu et al., 2012). Serpina3 has been detected as a marker of ER stress in astrocytes in immune system diseases (Masvekar et al., 2022), and the role played by its Serpina3n (a protein from the same family) in ER stress has never been described. The role of NOX4, a member of the NADPH oxidase family, in ER stress in CVDs has garnered greater attention, as NOX4 participates in two UPR signaling pathways (Wu et al., 2010). In vascular smooth muscle cells and cardiomyocytes ontogenically related to VSMCs, high NOX4 expression induced by ER stress reduced cell death but promoted cell proliferation, leading to arterial remodeling and myocardial hypertrophy, and exacerbated the deterioration of cardiac function (Mittal et al., 2007; Kuroda et al., 2010). The PP1-Ppp1r15a phosphatase complex dephosphorylates eIF2α, and the anti-hypertensive compound guanabenz disrupts this complex and thereby attenuates ER stress in cardiomyocytes (Neuber et al., 2014). We also detected the upregulation of this complex in cardiac tissues post stress, which was reduced upon treatment with CB2R agonists. Herpud1 is an ER-resident membrane protein that plays a part in ER degradation, and its upregulation can exert a cytoprotective role, which is why we assumed that the upregulation of Herpud1 in this experiment is a compensatory protective mechanism (Navarro-Marquez et al., 2018). Furthermore, three DE-ERSRGs in our results showed a trend of downregulation in response to psychological stress and upregulation after treatment. Among them, Tfrc and Casq1 usually play a protective role and lead to the generation of ER stress when external factors cause their lowering (Jung et al., 2015; Hanna et al., 2021), which is also consistent with our results. Payne et al. suggested that Nos2 could protect against the development of ER stress (Payne et al., 2001), whereas in other studies, increased Nos2 expression has been suggested to exacerbate ER stress (Deslauriers et al., 2011; Zanotto et al., 2017). Whether the tendency of Nos2 downregulation in response to psychological stress results from a compensatory mechanism or some other mechanism remains elusive. Cdkn1a has been reported in ER stress (Lopez et al., 2015; Inoue et al., 2017). In this model, Cdkn1a probably acted as a negative regulator of the cell cycle, allowing cells sufficient time for repair of damaged DNA after external stimuli and various metabolic abnormalities. Moreover, Gabapal1 is involved in the formation of autophagosomal vacuoles (Chakrama et al., 2010). We hypothesized that it may participate in ER stress-induced autophagy. Atf3 is involved in ER stress through multiple pathways. In the most common pathway, Atf3 acts as an Atf4 downstream molecule in PERK-ATF4-ATF3-CHOP-induced apoptosis (Tang et al., 2020). In addition, Atf3 can also act as a transcription factor for NOX4 and upregulate NOX4-induced ROS production (Liu Z. et al., 2020). This connection can also explain the increased Nox4 expression observed in our results. Additionally, Fkbp5 is a well-known stress response gene that plays a central role in psychological stress-induced diseases (Le-Niculescu et al., 2020). 

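Nox4, an NADPH oxidase that makes reactive oxygen species (chromosome 7, 87246096 to 87398710), was at 0.571 ± 0.178 FPKM in the control group (SD, n = 3), 1.91 ± 1.08 FPKM in the case group (SD, n = 4) and 0.596 ± 0.211 FPKM in the treatment group (SD, n = 4). It rose by 1.74 in the case group (SE 0.445, adjusted p = 0.0236) and fell by 1.70 in the treatment group (SE 0.402, adjusted p = 0.0262). The first call ended without control library a, b or c or case library a, and the second without case library a or any of the 4 treatment libraries, with adjusted p up to 0.101 and 0.0742. Of 17 genes of the NRF2 and oxidative stress response, Nox4 among them, 7 rose in the case group, none fell and 10 did not pass (10 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.00256, and adjusted p = 0.535 with an estimated correlation). Gpx3, a glutathione peroxidase of plasma, rose by 1.56 (SE 0.257, adjusted p = 0.00347). In the treatment against the case group, 9 fell, none rose and 8 did not pass (12 fell when adjusted over the list alone; camera, adjusted p = 2e-04, and adjusted p = 0.478 with an estimated correlation), and Gpx3 fell by 1.14 (SE 0.23, adjusted p = 0.0159). The scores of this list were 0.88, 0.95, 0.36 and 0.07 in case libraries a, b, c and d. Mt1 and Mt2 belong both to this list and to that of the glucocorticoid-induced genes, so these lists are not independent.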

The increase in Fkbp5 expression also corroborates the validity of our established model of chronic psychological stress. 

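Most genes known to be induced by glucocorticoids, Fkbp5 among them, were higher in the case group than in the control group and lower in the treatment group than in the case group. Fkbp5 rose by 2.09 in the case group (SE 0.408, adjusted p = 0.00794) and fell by 2.47 in the treatment group (SE 0.373, adjusted p = 0.00566). Of 25 such genes, 15 rose in the case group, none fell and 10 did not pass (22 rose when adjusted over the list alone), with a median of 1.37 (camera, adjusted p = 3.78e-08, and adjusted p = 0.523 with an estimated correlation). Cebpd, a transcription factor of the acute phase, rose by 1.40 (SE 0.217, adjusted p = 0.00268), and Mt2 rose by 2.85 (SE 0.513, adjusted p = 0.00516). Per1 and Tsc22d3, direct targets of the receptor chosen after their values were seen, had log2 fold changes of 0.39 (SE 0.167, adjusted p = 0.134) and 0.52 (SE 0.172, adjusted p = 0.0589). Between the treatment and case groups, 22 of the 25 fell, none rose and 3 did not pass (23 fell when adjusted over the list alone; camera, adjusted p = 2.01e-13, and adjusted p = 0.388 with an estimated correlation). Against the control group, 1 rose, 1 fell and 23 did not pass, also when adjusted over the list alone, with a median of -0.37 (camera, adjusted p = 0.0481, and adjusted p = 0.901 with an estimated correlation), a camera call that ended in 6 of the 11 fits that left out 1 library. The scores were 1.82, 1.76, 1.31 and 0 in case libraries a, b, c and d, from -0.18 to 0.14 in the control libraries and from -0.42 to -0.25 in the treatment libraries. Of 18 clock genes, 2 rose, 1 fell and 15 did not pass in the case group (camera, adjusted p = 0.828), and 3 fell and 15 did not pass between the treatment and case groups (camera, adjusted p = 0.0898), also when adjusted over the list alone. The log2 ratio of Arntl to Dbp, which peak at opposite times of day, was 1.57, 0.99, -3.69 and -5.73 in case libraries a, b, c and d, from -7.33 to -7.08 in the control libraries and from -4.37 to -1.37 in the treatment libraries. The paper states that the rise of Fkbp5 bears out its model of chronic psychological stress.

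**Figure D2:**
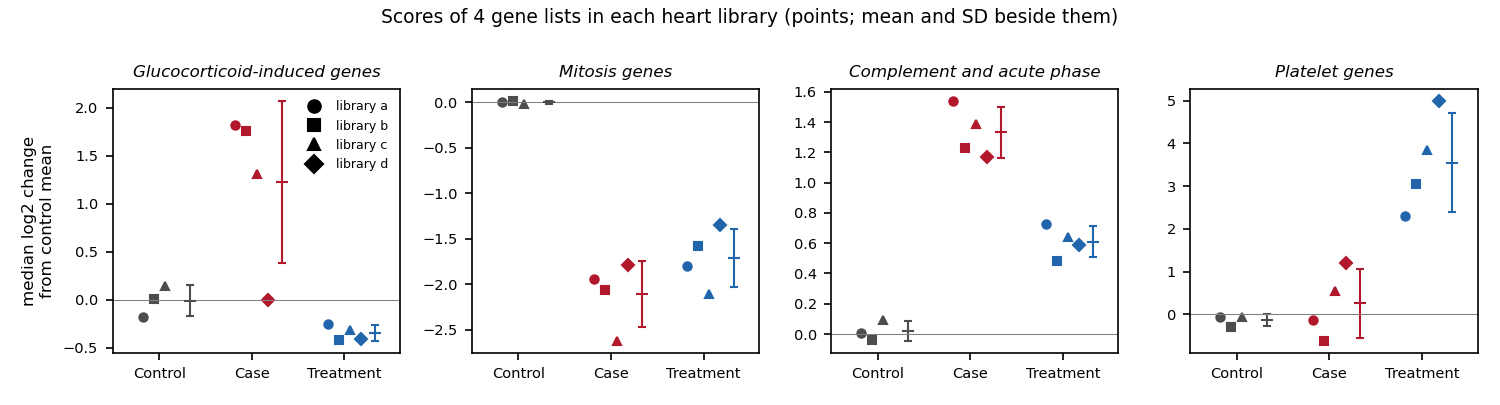
Scores of the glucocorticoid-induced genes, the mitosis genes, the complement and acute phase genes and the platelet genes in each heart library. The vertical axis is the median log2 change of the genes of a list from the control mean, each point is 1 library of the control (n = 3), case (n = 4) or treatment (n = 4) group, and the bar is the mean with its SD. Case library d lies at 0 for the glucocorticoid-induced genes and at -1.79 for the mitosis genes.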

Targeted drugs of FKBP5 are being developed actively, and CB2R agonists may be one of the promising candidates.

Among the 13 DE-ERSRGs, four key gene could constitute the ceRNA regulative network. They have been reported to be strongly associated with the onset and progression of CVDs. The protein p21 encoded by cdkn1a is considered to be a marker of cardiomyocyte senescence in addition to inhibiting the cell cycle (Bernard et al., 2020). By increasing the levels of p21 intracellularly in cardiac myocytes, phenylalanine causes premature cardiomyocyte senescence (Czibik et al., 2021). Additionally, p21 overexpression in cardiac fibroblasts induces differentiation of primary cardiac fibroblasts into myofibroblasts and promotes cardiac remodeling (Roy et al., 2007). In a pressure overload-induced cardiac remodeling paradigm, cdkn1a knockdown mice showed reduced myocardial hypertrophy and fibrosis and improved cardiac function when compared to wild type mice (Xu and Tang, 2016). It is evident that cdkn1a is crucial in cardiac injury. Acute myocardial infarction (AMI) can induce the release of gabarapl1 from circulating endothelial cells, which can stimulate an increase in monocytes and neutrophils by recruiting NLRP3 inflammasomes, finally causing vascular inflammation during AMI (Zhang et al., 2022). ATF3, which functions as a “hub” for numerous adaptive cellular responses, is important for the progression and development of CVDs. ATF3 overexpression in cardiac tissues can promote myocardial hypertrophy and fibrosis (Okamoto et al., 2001). Elevated ATF3 expression due to different stimuli can damage endothelial cells to promote atherosclerosis (Cai et al., 2000). ATF3 was increased in carotid artery of hypertensive rats, and downregulation of ATF3 was associated with the protective effect of enalapril against hypertension (Liu et al., 2015). However, ATF3 plays a paradoxical role in the development of heart failure (Lin et al., 2014; Brooks et al., 2015). Thus, the role of ATF3 in CVDs is complicated. FKBP5 is a key molecule in the triggering of CVDs by psychological stress. FKBP5 can increase plaque destabilization by promoting local inflammation *via* the NF-κB pathway, according to previous research (Zannas et al., 2019). High levels of FKBP5 expression were also detected in platelets after AMI (Eicher et al., 2016). FKBP5 single nucleotide polymorphisms (SNPs) are closely related with depression and coronary heart disease co-morbidity (Wang et al., 2020).

Cho et al. assessed the dynamic course of gene expression in the mouse heart in the transcriptional level analysis after 1–10 days of exposure to social defeat (Cho et al., 2014). They identified extracellular matrix remodeling, immune responses (e.g., complement activation), and cell proliferation as the primary molecular-level alterations in cardiac tissues after psychological stress. 

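In the hearts of the case mice, genes of complement and the acute phase were higher, while few genes of the extracellular matrix passed the test. Of 19 complement and acute phase genes, 15 rose in the case group, none fell and 4 did not pass (17 rose when adjusted over the list alone), with a median of 1.37 (camera, adjusted p = 1.08e-13, and adjusted p = 0.117 with an estimated correlation). C3, the central complement protein, was at 39.7 ± 7.4 FPKM in the control group (SD, n = 3) and 141 ± 27.1 FPKM in the case group (SD, n = 4), and rose by 1.82 (SE 0.189, adjusted p = 0.000424). Osmr, the receptor of oncostatin M, rose by 1.36 (SE 0.133, adjusted p = 0.000392). Treated against case mice, 11 of the 19 fell, none rose and 8 did not pass (14 fell when adjusted over the list alone; camera, adjusted p = 1.24e-07, and adjusted p = 0.165 with an estimated correlation), while against the control group 7 rose, none fell and 12 did not pass (10 rose when adjusted over the list alone; camera, adjusted p = 2.46e-10, and adjusted p = 0.0833 with an estimated correlation). The scores lay from 1.17 to 1.54 in the case libraries and from 0.48 to 0.73 in the treatment libraries. Of 29 genes of the extracellular matrix, 3 rose in the case group, 1 fell and 25 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.601). Lox, which crosslinks collagen and was chosen after its values were seen, rose by 3.32 (SE 0.565, adjusted p = 0.00403), while the collagens Col1a1 and Col3a1 had log2 fold changes of 0.19 (SE 0.663, adjusted p = 0.867) and -0.08 (SE 0.759, adjusted p = 0.953). The matrix scores were 0.02, -0.82, -1.06 and 1.03 in case libraries a, b, c and d.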

Despite the differences in the models (social defeat vs. modified CMS), sequencing methods (microarray vs. whole transcriptome sequencing), and durations of stress (10 days vs. 3 weeks), we observed similar changes in gene expression patterns by analyzing the KEGG and GO enrichment results, suggesting that the same pathophysiological changes mentioned above were the basic reactions to psychological stress affecting the heart. In addition, we observed some notable changes, such as metabolic alterations in tissues (including glycine, serine, and threonine metabolism, purine metabolism, nucleotide metabolism, and nicotinate and nicotinamide metabolism.) and ER stress, which was the focus of this study.

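Genes of amino acid and fat metabolism moved in both directions between the groups. Of 23 genes of glycine, serine and threonine metabolism, 6 rose in the case group, 3 fell and 14 did not pass (6 rose and 5 fell when adjusted over the list alone; camera, adjusted p = 0.828). Gnmt, which methylates glycine, was at 0.613 ± 0.148 FPKM in the control group (SD, n = 3) and 2.46 ± 0.531 FPKM in the case group (SD, n = 4), and rose by 2.02 (SE 0.306, adjusted p = 0.00222). Gldc, of the glycine cleavage system, rose by 2.01 (SE 0.438, adjusted p = 0.0127, and 0.0552 or 0.0547 without control library a or b), and Gatm, the first enzyme of creatine synthesis, fell by 1.57 (SE 0.266, adjusted p = 0.00398). In the treatment against the case group, 2 of the 23 rose, 5 fell and 16 did not pass (3 rose and 5 fell when adjusted over the list alone; camera, adjusted p = 0.826), and Gnmt fell by 1.32 (SE 0.265, adjusted p = 0.0159, and 0.0516 without treatment library b), Gldc by 2.35 (SE 0.406, adjusted p = 0.00967) and Gatm rose by 1.09 (SE 0.252, adjusted p = 0.0245), the last a call kept in 5 of the 11 fits that left out 1 library. These 3 genes were chosen after their values were seen. Of 21 genes of fatty acid oxidation and PPAR targets, 7 rose in the case group, 1 fell and 13 did not pass (9 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.0445, and adjusted p = 0.728 with an estimated correlation). Between the treatment and case groups, 5 of the 21 fell, none rose and 16 did not pass (6 fell when adjusted over the list alone; camera, adjusted p = 0.00558, and adjusted p = 0.713 with an estimated correlation). Without control library a or b, case library b or treatment library a, the camera adjusted p of the case group was 0.0587, 0.0804, 0.156 or 0.0554. The score of this list was 0.32, 0.31, 0.09 and -0.15 in case libraries a, b, c and d. Genes of purine, nucleotide and nicotinamide metabolism were not tested as groups here.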

Notably, the use of CB2R agonists diminishes the severity of stress in mice, as seen in the behavioral results, although there was no statistically significant difference between the results of the elevated plus maze and tail suspension tests, and only a trend toward improvement was observed. Possibly, ER stress occurs in neurons in regions such as the hippocampus, amygdala, and striatum, which are engaged in the development of psychological stress (Pavlovsky et al., 2013; Jangra et al., 2016; Jangra et al., 2017; Liu et al., 2019). CB2R may attenuate the symptoms of psychological stress by reducing the expression of ERSRGs and other pathways. CB2R agonists have been reported to exert neuroprotective effects to counteract the symptoms of psychological stress through anti-inflammatory functions (Zoppi et al., 2014).

However, there remain some limitations in our study. First, the sample size was small, which could have led to the low concordance between the qRT-PCR and sequencing results. Second, the experimental subjects used were male mice, which might have introduced gender bias. Third, the sequencing of whole heart tissues may have masked specific pathological changes in a particular region. We intend to follow up with experimental validation of the regulatory network of the four key genes identified and the role of CB2R agonists. We will also focus on the impact of metabolite changes in the results. In summary, our findings provide a comprehensive overview of the molecular changes in post-transcriptional regulation underlying chronic psychological stress-induced cardiac injury, with ER stress as one of the important mechanisms. CB2R agonists can alleviate ER stress through a competitive endogenous RNA mechanism and thus can be used as a therapeutic target in chronic psychological stress-induced cardiac injury.

## 5 Conclusion

Our findings revealed, for the first time, the expression profiles of circRNA, lncRNA, miRNA, and mRNA in cardiac tissues exposed to chronic psychological stress. We identified four key DE-ERSRGs-related genes and established relevant ceRNA networks. Our findings may provide novel insights on the molecular mechanisms underlying the effects of CB2R agonists in the treatment of chronic psychological stress-induced cardiac diseases.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE210820; https://www.ncbi.nlm.nih.gov/geo/, GSE210252.

# Supplementary material for: Transcriptome-wide analysis reveals the molecular mechanisms of cannabinoid type II receptor agonists in cardiac injury induced by chronic psychological stress
**Source:** Front Genet. 2023 Jan 10;13:1095428. doi: 10.3389/fgene.2022.1095428
**Supplement:** Supplementary file 1

Supplementary Material

**
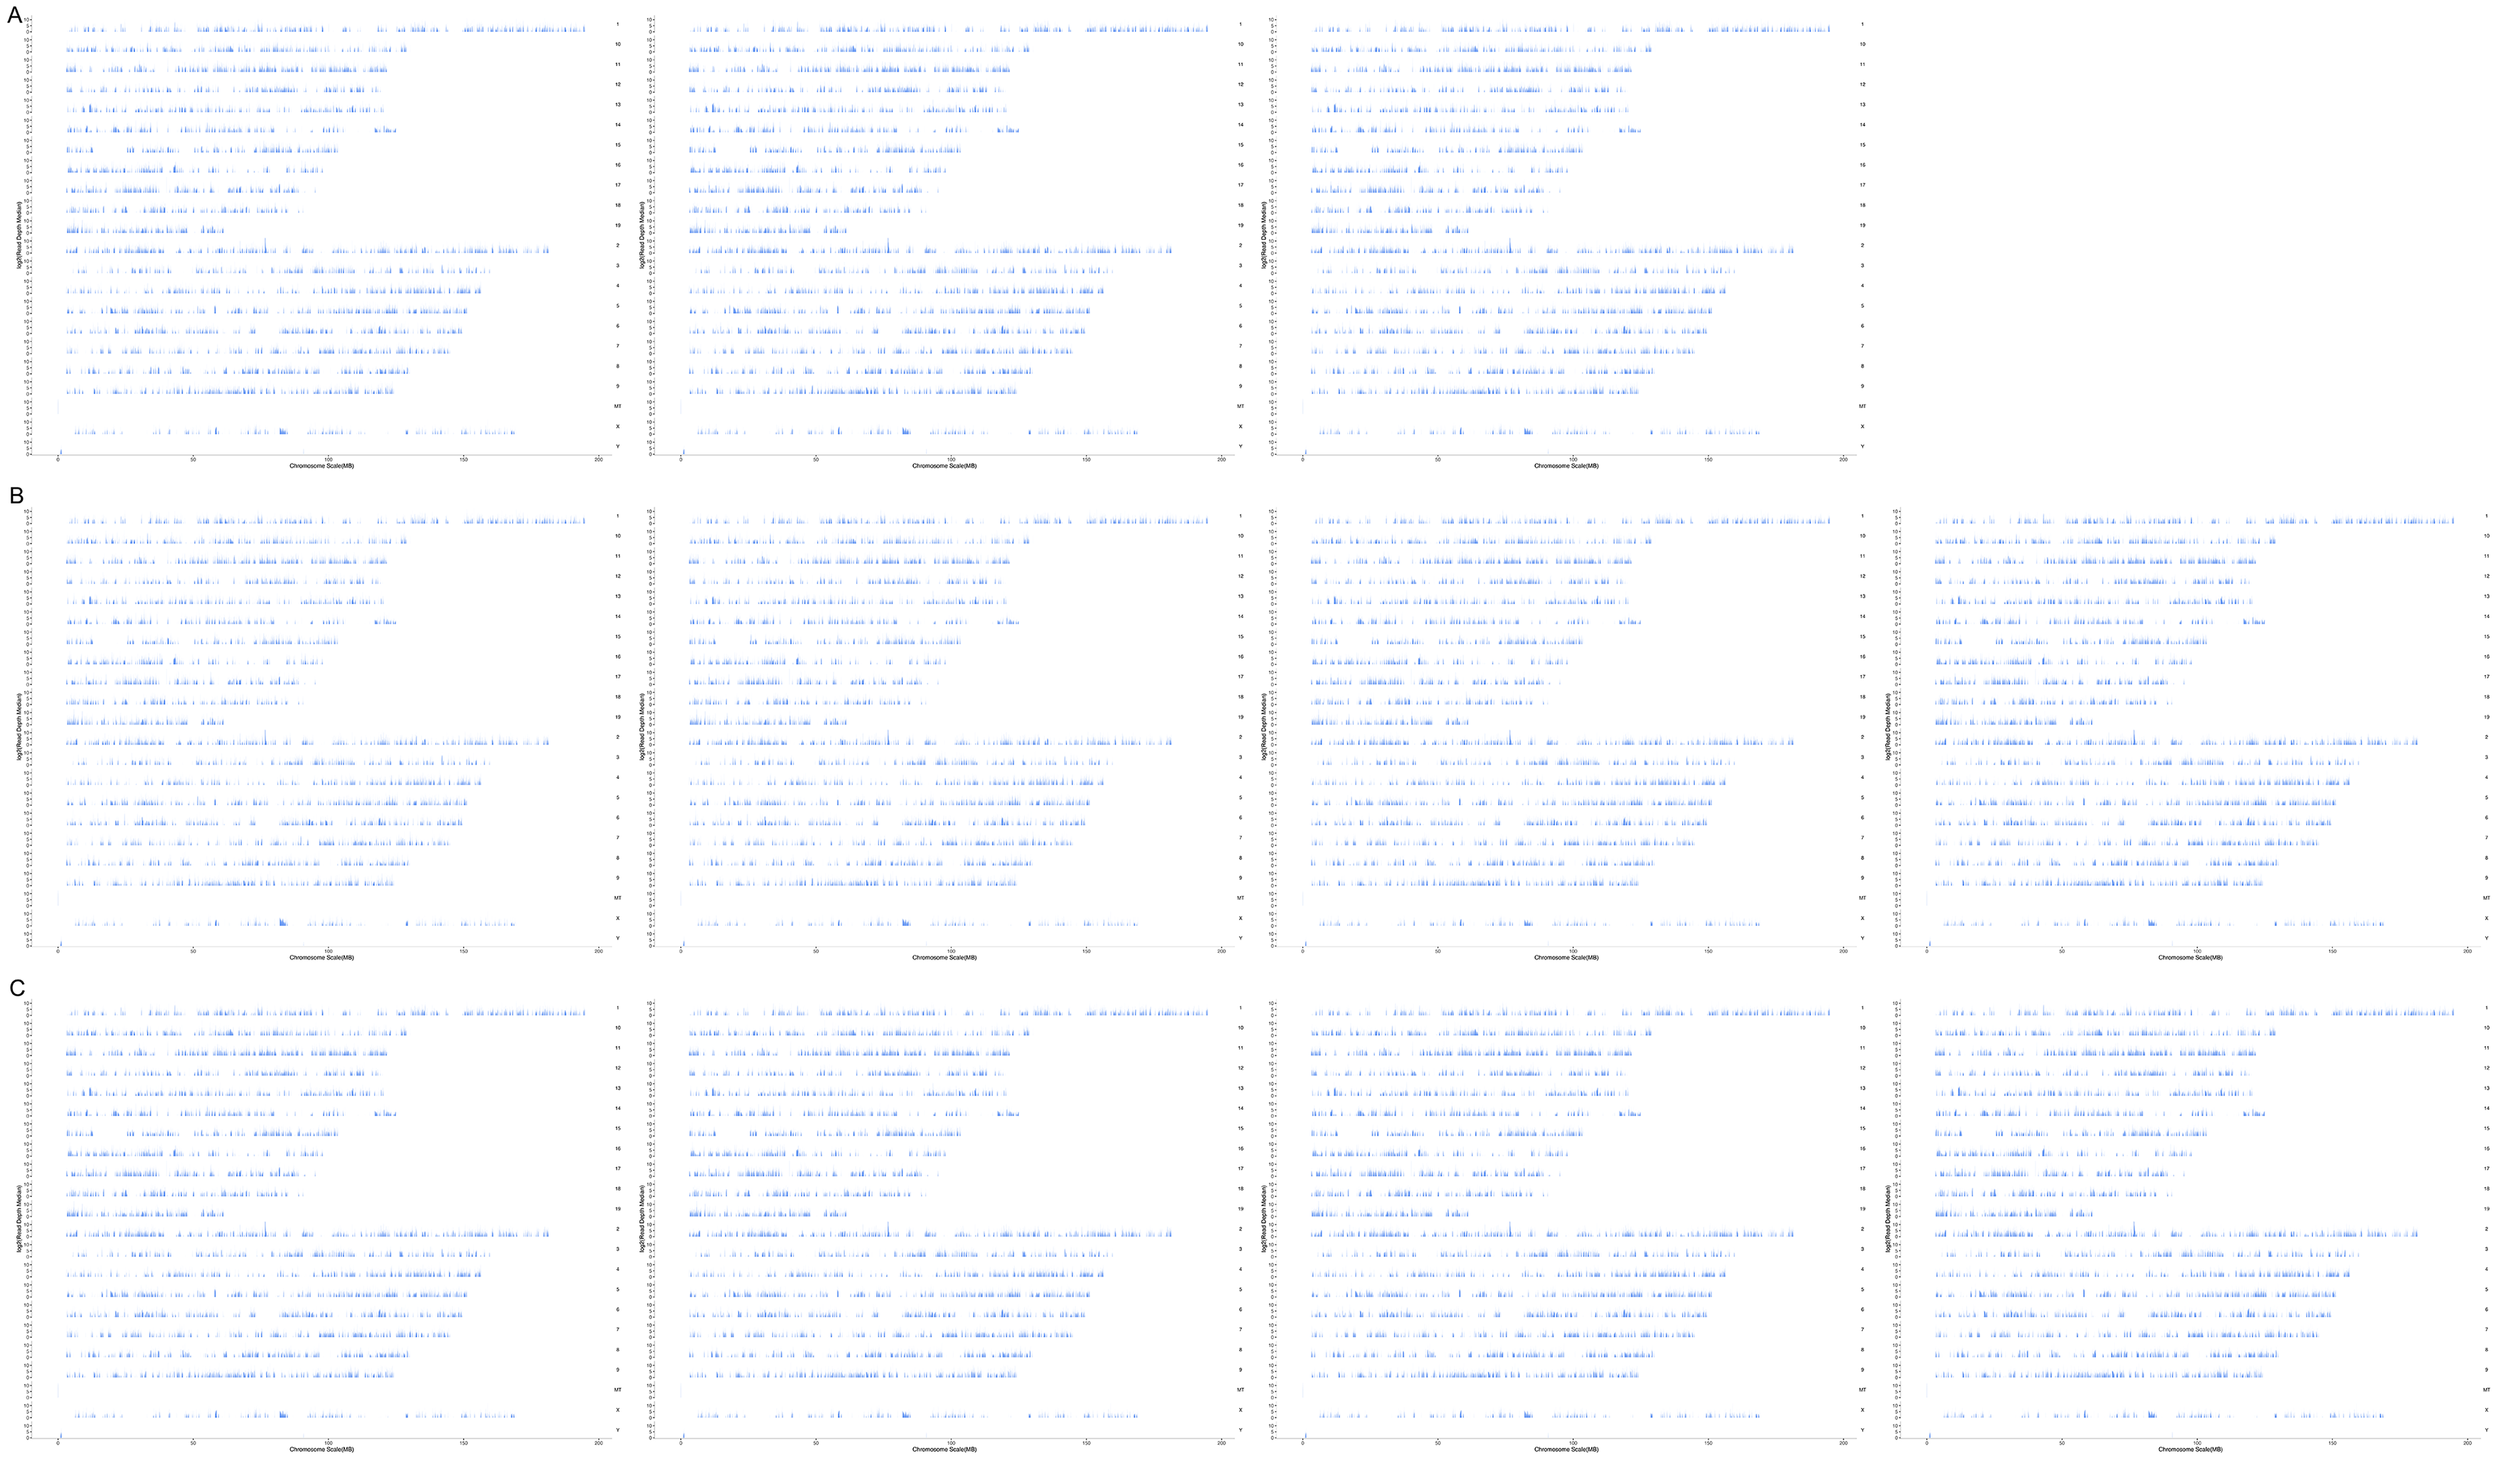
Supplementary Figure 1.** The sequencing depth in the ranscriptome-wide analysis for each sample from the three comparison groups. (A) The sequencing depth information of three normal samples. (B) The sequencing depth information of four case samples with psychological stress-induced heart disease. (C) The sequencing depth information of four treatment samples with psychological stress-induced heart disease treated with the CB2R agonist JWH133.

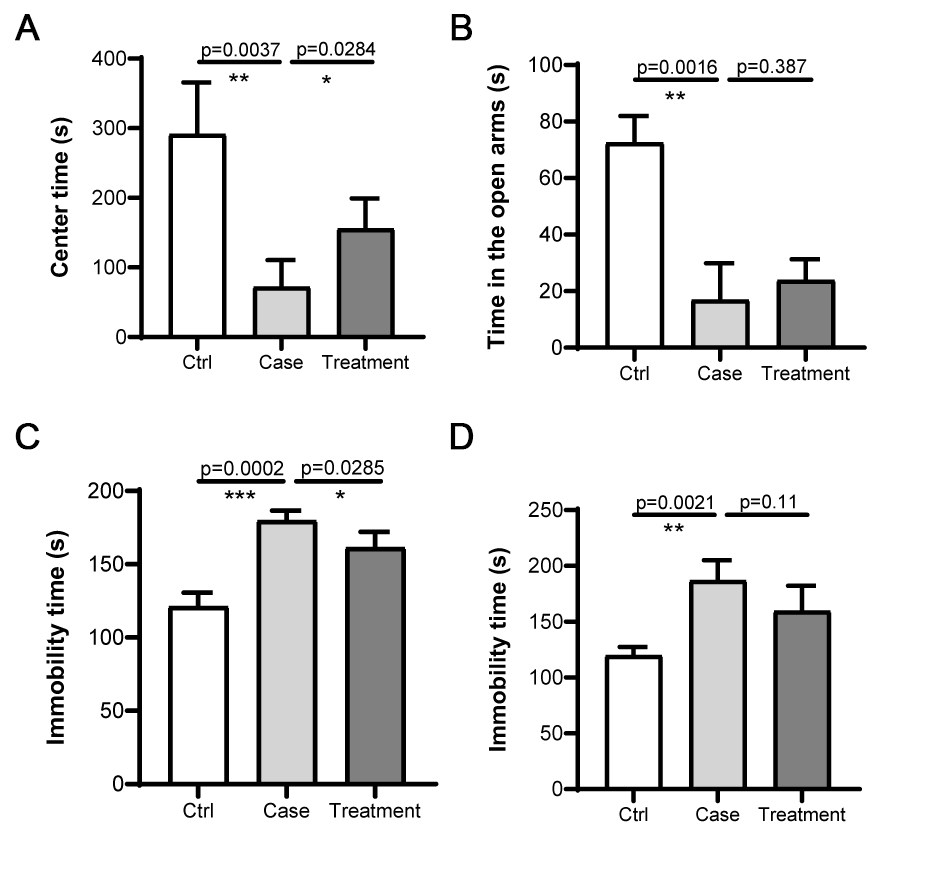

**Supplementary Figure 2.** Chronic psychological stress model was successfully established. Behavioral analysis of control, case and treatment group using open field test(A), elevated plus maze (B), forced swimming test(C)and tail suspension test(D). Number of mice used in behavior tests: Control group, Ctrl, n = 3 mice; Case group, Case, n = 4 mice; Treatment group, Treatment, n = 4 mice; Data represent mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

**Supplementary Figure 3.** Distribution of differentially expressed (DE) genes on chromosomes. (A) Gene circle plots of DE-mRMAs, DE-lncRNAs, DE-miRNAs, and DE-circRNAs in the control and case groups. (B) Gene circle plots of DE-mRMAs, DE-lncRNAs, DE-miRNAs, and DE-circRNAs in the case and treatment groups. (C) Gene circle plots of DE-mRMAs, DE-lncRNAs, DE-miRNAs, and DE-circRNAs in the control and treatment groups.

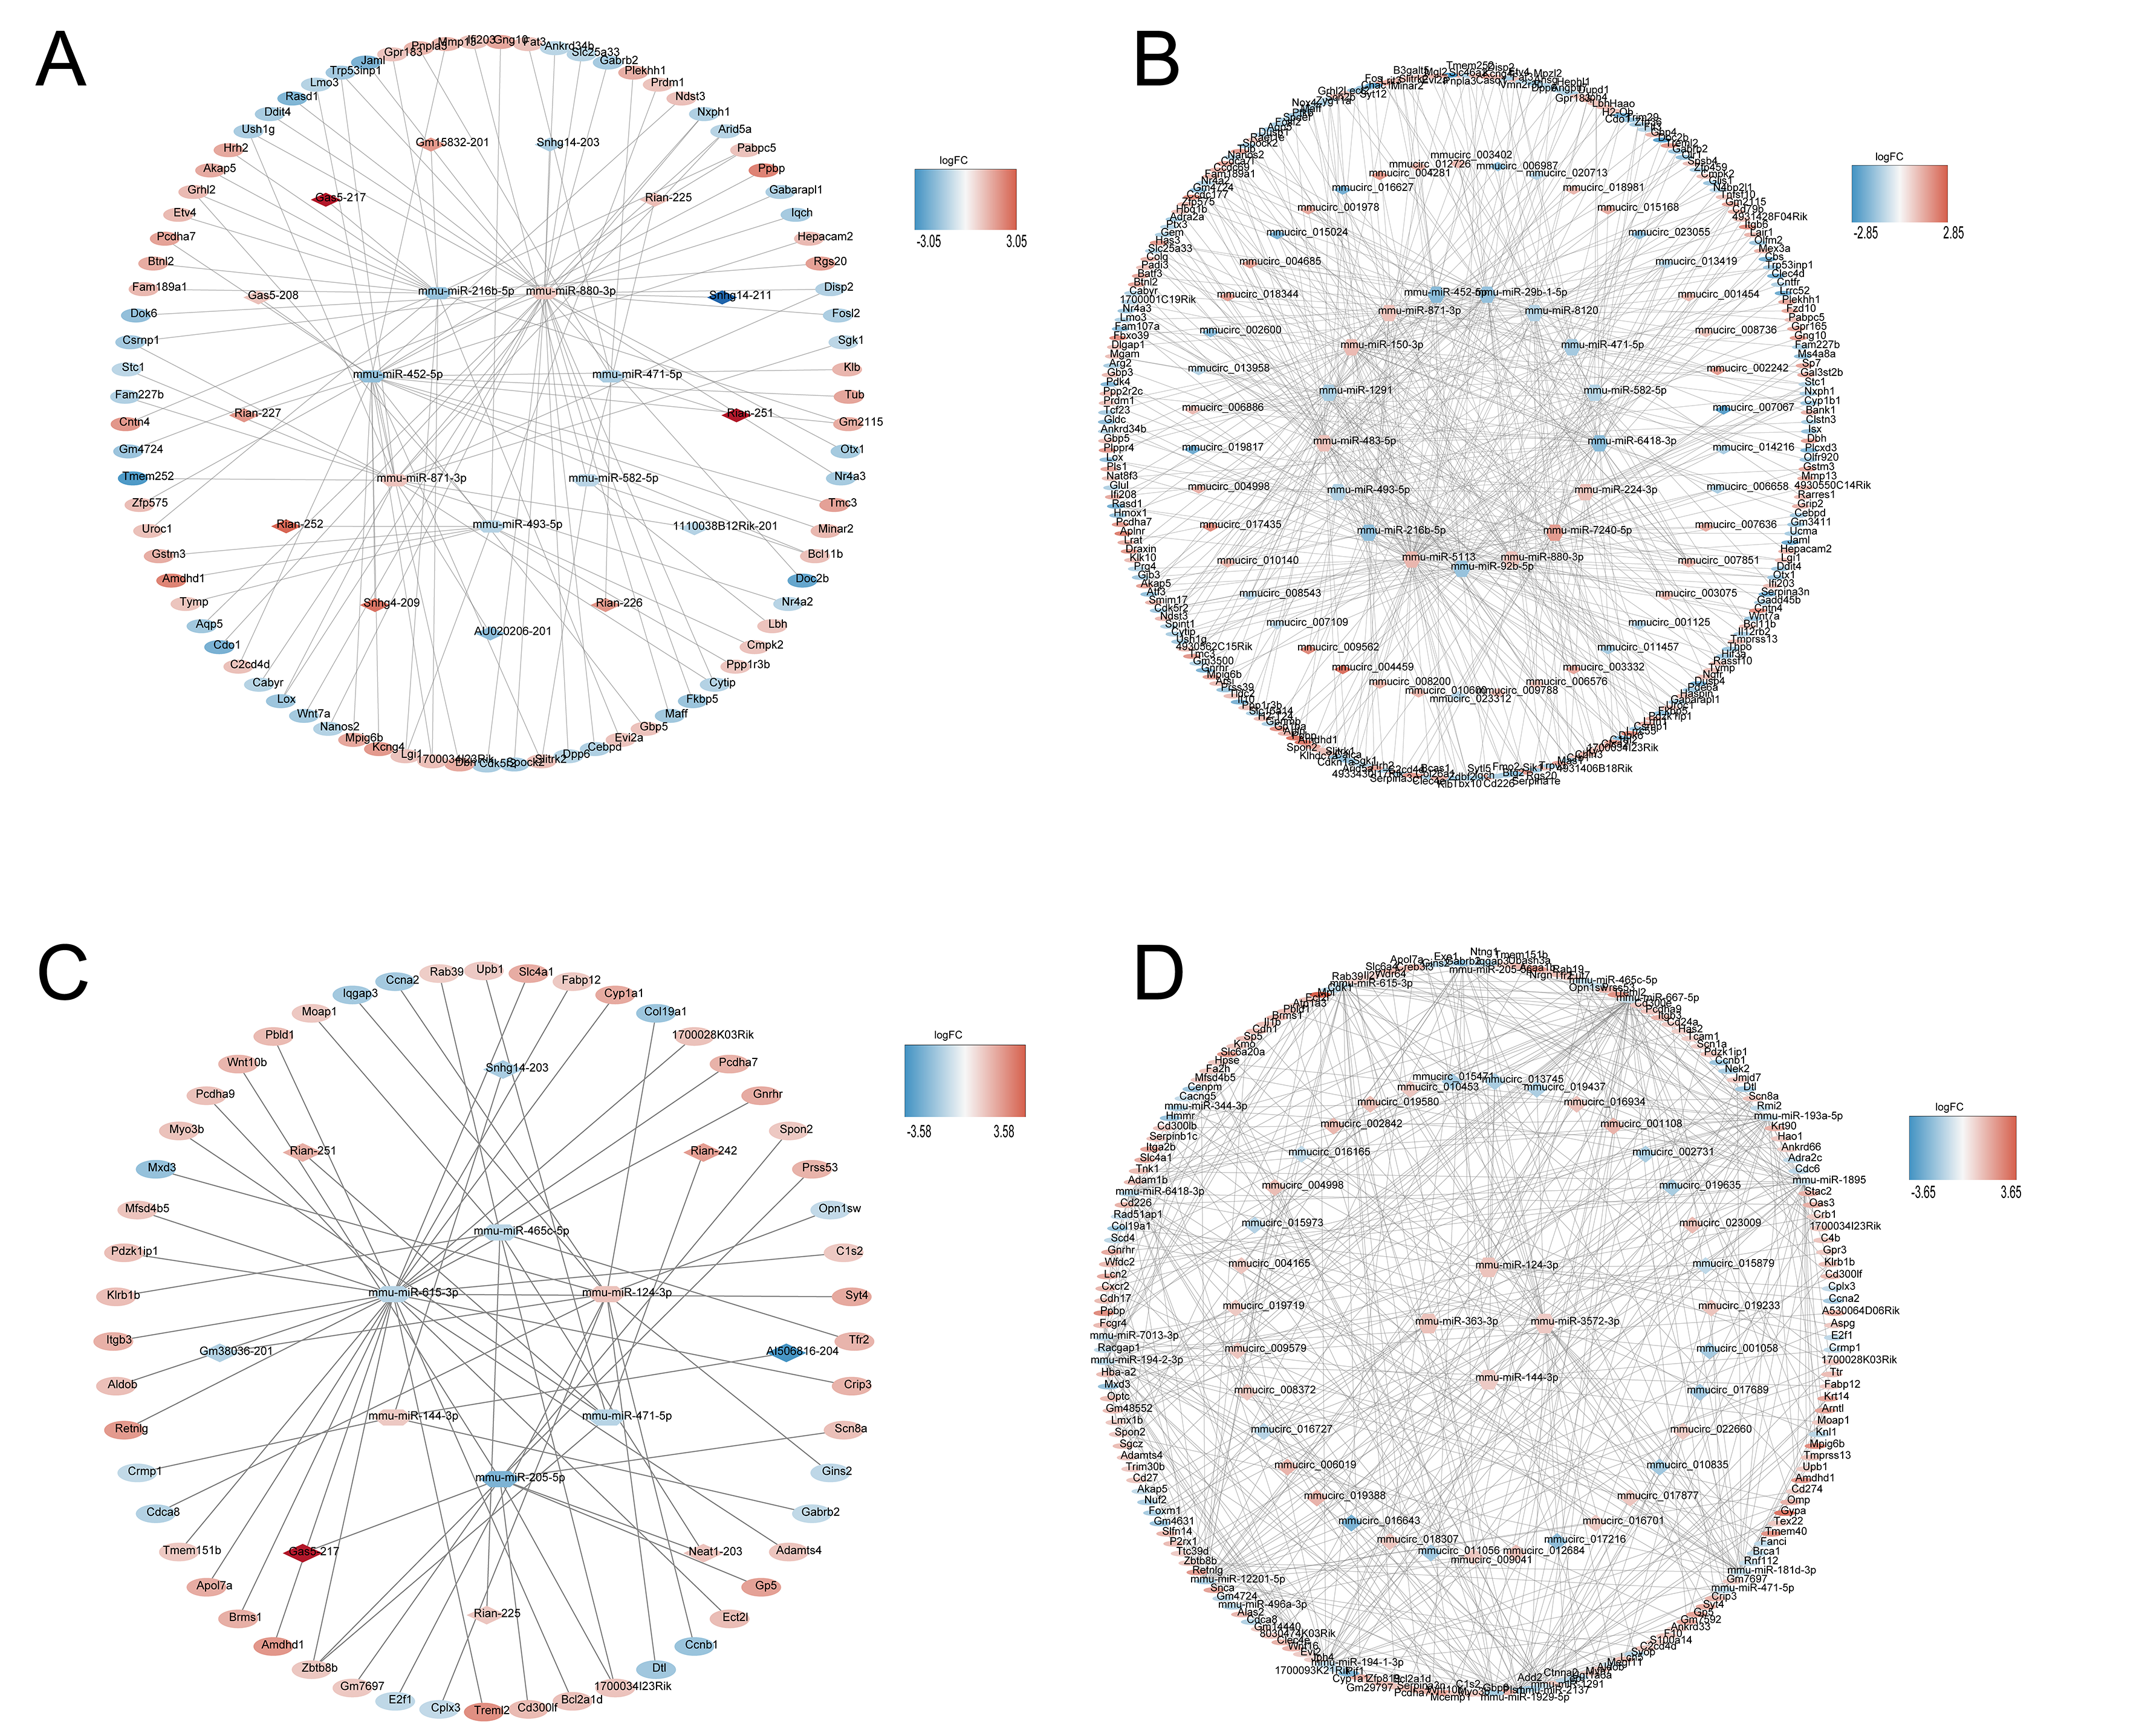

**Supplementary Figure 4.** ceRNA network construction. (A) The mRNA-miRNA-lncRNA network in the case and treatment groups. (B) The mRNA-miRNA-circRNA network in the case and treatment groups. (C)mRNA-miRNA-lncRNA network in the control and treatment groups. (D)The mRNA-miRNA-circRNA network in the control and treatment groups. In the mRNA-miRNA-lncRNA(circRNA) network, the hexagon represents miRNA, the rhombus represents lncRNA(circRNA), the oval represents mRNA, and the color represents logFC value. The closer the color is to red, the more up-regulated the expression is, and the closer the color is to blue, the down-regulated the expression is.

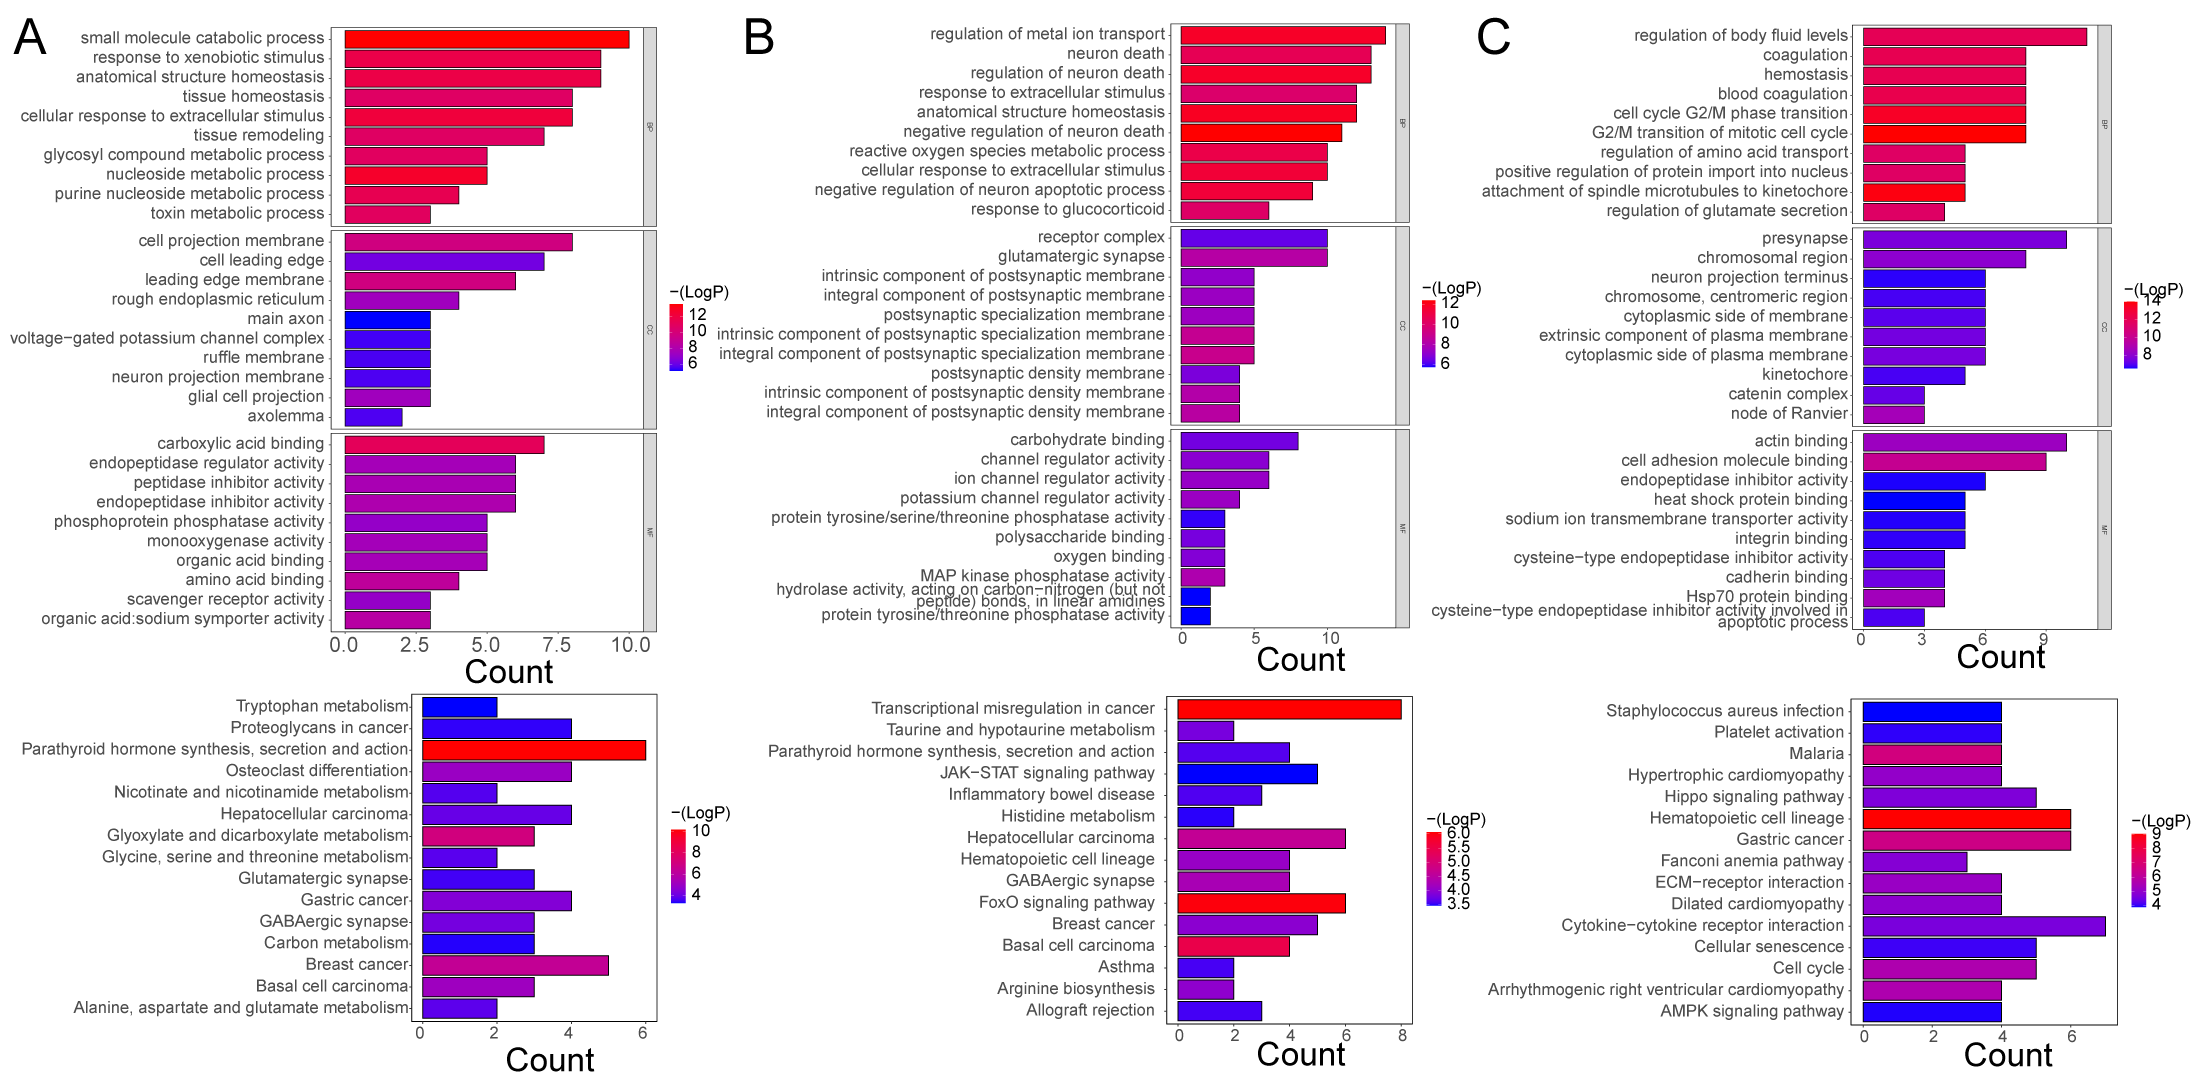

**Supplementary Figure 5.** Analysis of mRNA enrichment in ceRNA networks**.** (A) Top 150 KEGG pathways and top 30 GO terms of mRNAs in the ceRNA (circRNA) network in control and case groups. (B) Top 15 KEGG pathways and top 30 GO terms of mRNAs in the ceRNA (circRNA) network in the case and treatment groups. (C)Top 15 KEGG pathways and top 30 GO terms of mRNAs in the ceRNA (circRNA) network in control and treatment groups.

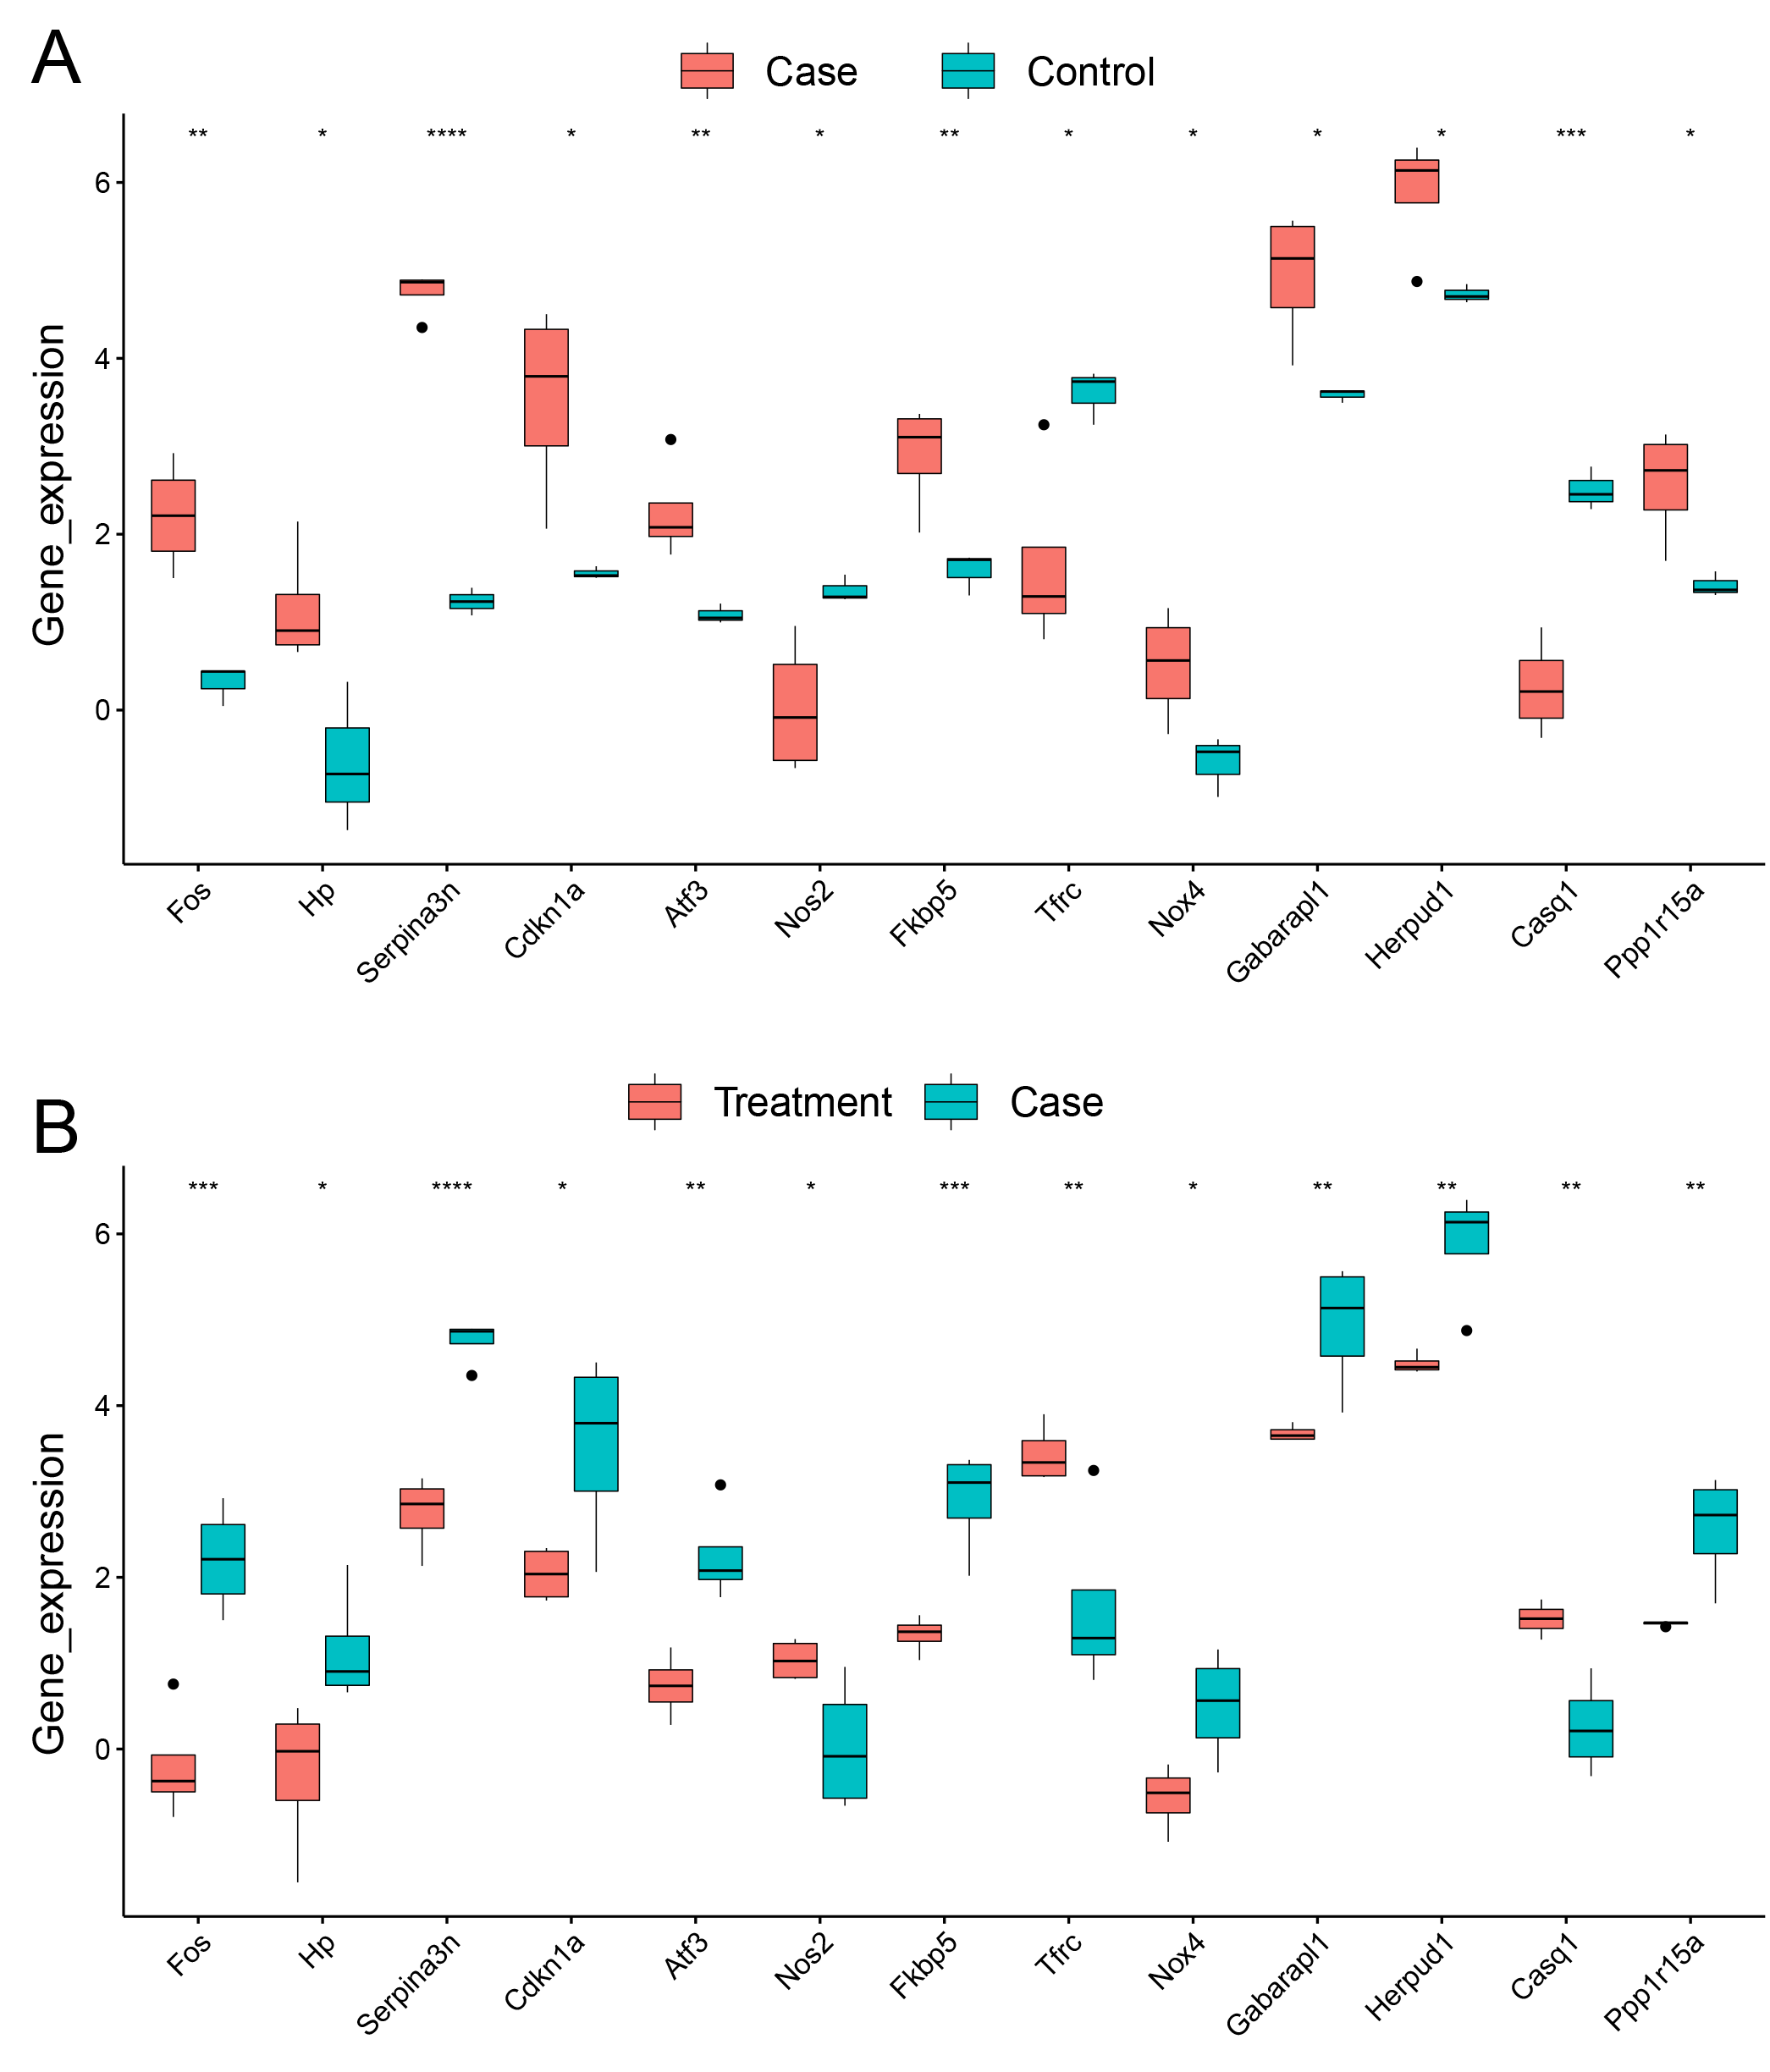

**Supplementary Figure 6.** The expression levels of the 13 DE-ERSRGs. (A) Box plot of the expression difference of DE-ERSRGs between control and case groups. (B) Box plot of the expression difference of DE-ERSRGs between the case and treatment groups. * represents P<0.05, **, represents P<0.01, *** represents P<0.001, and **** represents P<0.0001.

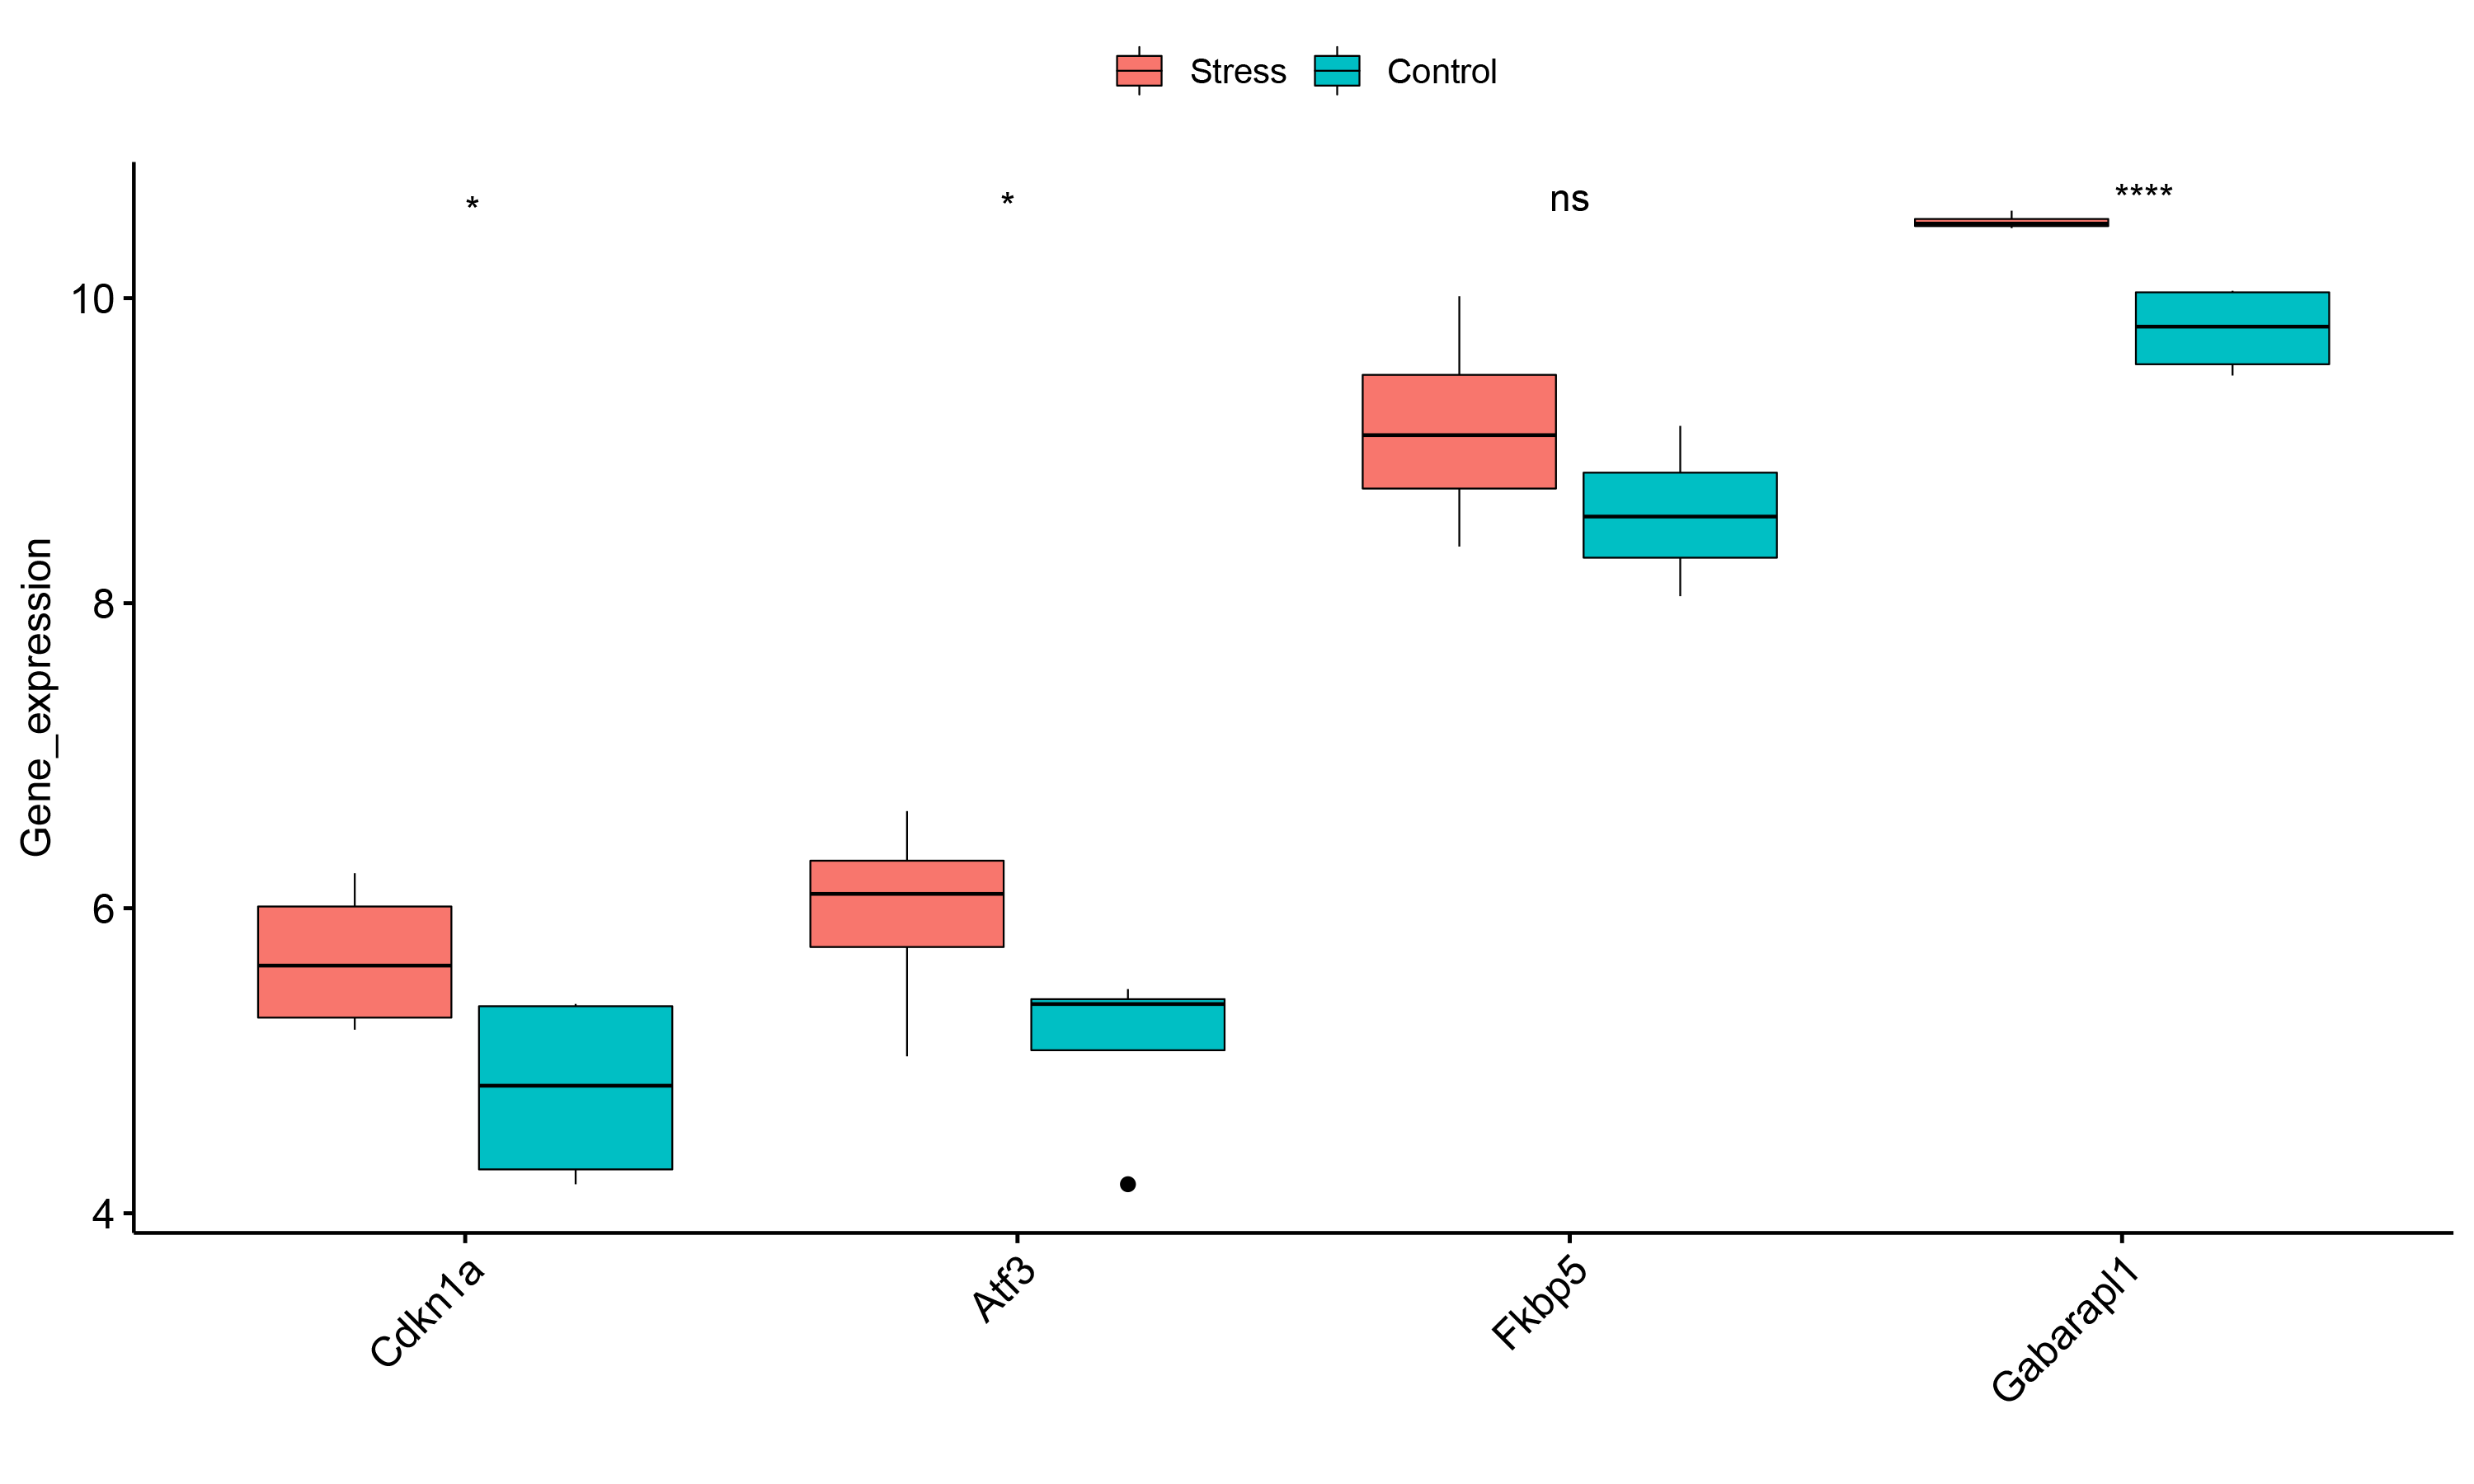

**Supplementary Figure 7.** The expression levels of four key DE-ERSRGs in GSE210252 dataset.

**Supplementary Table 1.** Chronic psychological stress procedure

**Supplementary Table 2.** 828 ERS-related genes in mice.

**Supplementary Table 3.** Primers for qPCR used in the current study

| Primer | Sequence | |
| --- | --- | --- |
| Cdkn1a F | TACGGCAACACTGGGTAACC | |
| Cdkn1a R | GACCATCTGGGGTGGTGTAAG | |
| Atf3 F | AGGACGATGACAGGAAAGTTCG |  |
| Atf3 R | TGCACAAAGTTCATAGGACACAG | |
| Fkbp5 F | GATGAGGGCACCAGTAACAATG |  |
| Fkbp5 R | CAACATCCCTTTGTAGTGGACAT |  |
| Gabarapl1 F | GGACCACCCCTTCGAGTATC | |
| Gabarapl1 R | CCTCTTATCCAGATCAGGGACC |  |
| Serpina3n F | CAACCAGAGACCCTGAGGAAGT | |
| Serpina3n R | AGGACATCCTCCAGGCTGTAGT |  |
| Nos2 F | GAGACAGGGAAGTCTGAAGCAC |  |
| Nos2 R | CCAGCAGTAGTTGCTCCTCTTC |  |
| Tfrc F | GAAGTCCAGTGTGGGAACAGGT |  |
| Tfrc R | CAACCACTCAGTGGCACCAACA |  |
| Nox4 F | CGGGATTTGCTACTGCCTCCAT |  |
| Nox4 R | GTGACTCCTCAAATGGGCTTCC |  |
| Herpud1 F | CCTCCAAAATGCCAGAAACCAGC |  |
| Herpud1 R | GCCGTAAACCATCACTTGAGGAG |  |
| Casq1 F | TGGTGGACTCAGAGAAGGATGC |  |
| Casq1 R | AACTCCACCAGAGTGTCTGCAG |  |
| Ppp1r15a F | GGCGGCTCAGATTGTTCAAAGC |  |
| Ppp1r15a R | CCAGACAGCAAGGAAATGGACTG |  |
| Hp F | ACGGCTATGTGGAGCACTTGGT |  |
| Hp R | GTTTCTCTCCAGCGACTGTGTTC |  |
| Fos F | GGGAATGGTGAAGACCGTGTCA |  |
| Fos R | GCAGCCATCTTATTCCGTTCCC |  |
| internal reference GAPDH F | TGGTGAAGGTCGGTGTGAAC |  |
| internal reference GAPDH R | GCTCCTGGAAGATGGTGATGG |  |

**Supplementary Table 4.** The expression levels of DE-ERSRGs in the Case vs Control group

# Supplementary material for: Transcriptome-wide analysis reveals the molecular mechanisms of cannabinoid type II receptor agonists in cardiac injury induced by chronic psychological stress
**Source:** Front Genet. 2023 Jan 10;13:1095428. doi: 10.3389/fgene.2022.1095428
**Supplement:** Supplementary file 1

**Supplementary** **Table 2: Primers for qPCR used in the current study**

| Primer | Sequence | |
| --- | --- | --- |
| Cdkn1a F | TACGGCAACACTGGGTAACC | |
| Cdkn1a R | GACCATCTGGGGTGGTGTAAG | |
| Atf3 F | AGGACGATGACAGGAAAGTTCG |  |
| Atf3 R | TGCACAAAGTTCATAGGACACAG | |
| Fkbp5 F | GATGAGGGCACCAGTAACAATG |  |
| Fkbp5 R | CAACATCCCTTTGTAGTGGACAT |  |
| Gabarapl1 F | GGACCACCCCTTCGAGTATC | |
| Gabarapl1 R | CCTCTTATCCAGATCAGGGACC |  |
| Serpina3n F | CAACCAGAGACCCTGAGGAAGT | |
| Serpina3n R | AGGACATCCTCCAGGCTGTAGT |  |
| Nos2 F | GAGACAGGGAAGTCTGAAGCAC |  |
| Nos2 R | CCAGCAGTAGTTGCTCCTCTTC |  |
| Tfrc F | GAAGTCCAGTGTGGGAACAGGT |  |
| Tfrc R | CAACCACTCAGTGGCACCAACA |  |
| Nox4 F | CGGGATTTGCTACTGCCTCCAT |  |
| Nox4 R | GTGACTCCTCAAATGGGCTTCC |  |
| Herpud1 F | CCTCCAAAATGCCAGAAACCAGC |  |
| Herpud1 R | GCCGTAAACCATCACTTGAGGAG |  |
| Casq1 F | TGGTGGACTCAGAGAAGGATGC |  |
| Casq1 R | AACTCCACCAGAGTGTCTGCAG |  |
| Ppp1r15a F | GGCGGCTCAGATTGTTCAAAGC |  |
| Ppp1r15a R | CCAGACAGCAAGGAAATGGACTG |  |
| Hp F | ACGGCTATGTGGAGCACTTGGT |  |
| Hp R | GTTTCTCTCCAGCGACTGTGTTC |  |
| Fos F | GGGAATGGTGAAGACCGTGTCA |  |
| Fos R | GCAGCCATCTTATTCCGTTCCC |  |
| internal reference GAPDH F | TGGTGAAGGTCGGTGTGAAC |  |
| internal reference GAPDH R | GCTCCTGGAAGATGGTGATGG |  |

How the deposited data were processed for this re-analysis (not part of the article)

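Whole hearts were measured by paired-end sequencing of total RNA in 3 control, 4 case and 4 treatment mice, which the paper describes as separate animals. The authors deposited 1 table with the raw counts of reads per gene in the 11 libraries and 1 transcript length per gene, and no normalization had been applied to the counts. The submitters' processing notes name cutadapt, HISAT2, TopHat2 and the build mm10, and the role of each tool, their versions, the counting program and the annotation are not given in the sources used here. The paper describes FPKM tested with limma. The deposited table also has 11 further columns of values per library, which were not used here. The table holds 21898 genes with a name, of which 17471 had a count in at least 1 library. A single line without a gene name was left out. By gene identifier, 21845 of the genes were found in the annotation GENCODE M21 for GRCm38, 21806 of them as protein-coding and 30 as lncRNA types, and all were kept, since the table holds genes and not transcripts. The lncRNA, miRNA and circRNA data of the paper were not analysed here. Coordinates come from GENCODE M21, because the start and end in the table equalled those of that annotation for only 562 genes. A symbol shared with another gene of the table was found for 42 genes.

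The samples were grouped by the labels, and a column was tied to a group by its name, since Supplementary Table S4 names the columns of the case and treatment groups and the remaining columns are as many as the control mice. The letters a to d of the columns are not tied to the replicate numbers of the labels by any source used here, so each library counts as a replicate of its group without a number. No pair of libraries within a group differed by less than the sampling noise. The lowest chi-square per degree of freedom of a pair was 8.36. Depth was alike across libraries, with 29404955 (treatment library b) to 34406589 (case library b) counts over the genes tested and TMM factors from 0.927 to 1.061. Between 15407 and 15767 genes were detected per library. Genes of the mitochondrial genome took 4.85% to 6.75% of the counts, and Ttn, the most abundant gene, took 5.3% to 8.31%. At this depth a gene with few reads has a wide counting error.

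The design written first named limma on log2 FPKM, with edgeR's quasi-likelihood test if the table held counts. Because it holds counts, edgeR was used. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's function for low counts (14050 genes), libraries were scaled by TMM, and 1 model with a mean per group was fitted over the 11 libraries, so that the 3 comparisons (case against control, treatment against case, treatment against control) share an estimate of the spread. DE-mRNAs are genes at an unadjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper, whose text names no adjustment of that p, and genes that rose or fell have a Benjamini-Hochberg adjusted p under 0.05. FPKM was computed here as the count times 1000000000, divided by the deposited length in bases and the total count of the library. List scores and principal components used log2 CPM computed from the deposited counts with a prior count of 2. The median log2 fold change over all genes tested was 0.01, 0.01 and 0.01 in the 3 comparisons.

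A total of 43 gene lists was tested with limma's camera, with the p-values adjusted over the lists within a comparison. They cover the 826 distinct symbols of Supplementary Table S2, the 13 genes of the paper, pathways and markers of cell types. Markers of lung epithelium had 1 member among the genes tested and gave no test. Of the 39 calls, only those of the mitosis list and the DNA replication list in the treatment against the control group were kept when the correlation between genes was estimated from the data. Lists that share members with the 13 genes are not independent of them. The lists of glucocorticoid-induced genes, immediate early genes, the PERK arm and complement hold 2 of the 13 each, and the lists of the ATF6 arm, FoxO targets, the hematopoietic lineage and NRF2 hold 1 each. Some lists also share members with each other. Mt1 and Mt2 are in the glucocorticoid and NRF2 lists, for example, and Lcn2 is in the glucocorticoid and complement lists. Calls of such lists are not independent of each other. Enrichment of the genes of Supplementary Table S2 among the DE-mRNAs was tested by Fisher's exact test, one-sided, against all genes tested. Terms of the Gene Ontology were taken from the annotation in the deposited table. A term held only the genes annotated to it there, and genes annotated only to narrower terms were not added to wider ones. The terms were those the paper names where that annotation holds them, with near terms such as cell division, kinetochore and nucleosome, chosen after the table was opened, and their p-values were adjusted over terms and directions within a comparison. Shares of DE-mRNAs per chromosome were tested by Fisher's exact test, two-sided. All of these exact tests count genes as independent. Where genes vary together or share reads, their p-values are too small.

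The genes named in the text follow a rule. It takes every gene the paper names, and per comparison the 10 largest increases and the 10 largest decreases among genes at an adjusted p under 0.05 whose libraries do not overlap between the groups and whose mean over all libraries is at least 1 FPKM, without predicted genes and pseudogenes. It also takes up to 4 members with the lowest p of each list that was called, and Cnr1 and Cnr2. The values of Supplementary Table S4 for the 13 genes had been seen before. Genes named outside this rule, or in a comparison for which it does not take them, among them Cenpe, Kif11, Nr4a2, Nr4a3, Btg2, Bcl2l1, Hmox1, Myc, Foxo3, Il4ra, Cd14, Lox, Col1a1, Col3a1, Atf4, Ddit3, Dnajb9, Hspa5, Per1, Tsc22d3, Gnmt, Gldc, Gatm, Myh7, Nfil3, Ccn2 and Mmp14, were chosen after their values were seen. Some genes that the rule takes are not reported here. The sample groups, the main tests, the gene lists, this rule and the alternatives not named as added were set before the data were examined.

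The code was tested on simulated data drawn from the means and library sizes of these libraries, with 100 genes changed 2-fold and 100 changed 4-fold. For case against control, edgeR recovered 68 of the 100 at 2-fold and 90 of the 100 at 4-fold among 13942 genes, with 5 false calls (3.1% of calls). For treatment against case it recovered 76 and 89 among 13922 genes, with 10 false calls (5.7%). DESeq2 recovered 76 and 94 among 14050 genes for case against control, with 30 false calls (15%), and 77 and 94 for treatment against case, with 29 (14.5%). For limma on log2(FPKM + 0.1), 68 and 91 were recovered with 10 false calls (5.9%) in the former comparison and 75 and 92 with 14 (7.7%) in the latter. None of 40 random lists was called by camera in either comparison. Genes of a random list are not chosen to vary together, as genes of a real list may. The random lists therefore cannot show whether camera's preset correlation between genes suits the real lists. The wider spread between the case libraries was not reproduced in the simulated data either. The shares of false calls may therefore be higher in the real data.

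The alternatives were no filter on low counts (17471 genes), a filter of at least 1 FPKM in 3 libraries (11241 genes), only the 2 groups compared, DESeq2's size factors in place of TMM, library quality weights, DESeq2 in place of edgeR, limma on log2(FPKM + 1) and on log2(FPKM + 0.01) over genes of at least 0.5 FPKM in 3 libraries, camera with an estimated correlation, limma's fry, and leaving out each library in turn. Added after seeing the data were limma on log2(FPKM + 0.1), a block on the letters of the columns, a threshold of 1 on the natural log scale, and limma on ln(FPKM + 0.01) fitted to each pair of groups alone without a filter. Every count was also set beside other splits of the same libraries, 35 per comparison and 100 over both comparisons that share the case libraries. Unchanged groups were simulated 20 times. All 11 libraries, the case libraries included, were drawn from 1 mean and 1 spread per gene.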

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

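The test of gene length and GC content was written before its result was seen, and the other tests of explanations and the other splits of the libraries were chosen only after the results were seen.

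Case library d had glucocorticoid-induced genes at the control level, with a score of 0 where case libraries a, b and c had 1.31 to 1.82. Its scores of FoxO targets (0.03, against 0.7 to 1.17), of the NRF2 list (0.07, against 0.36 to 0.95), of fatty acid oxidation (-0.15, against 0.09 to 0.32) and of the 13 genes (0.54, against 1.66 to 2.53) were also below those of the other case libraries. Its scores of extracellular matrix (1.03, against -1.06 to 0.02), fibroblasts (0.84, against -0.25 to 0.44) and cardiac stress and fetal genes (0.52, against -0.31 to -0.1) were above them. Its score of complement and acute phase genes was 1.17, above the treatment libraries (0.48 to 0.73), which for this list argues against a treatment library with a wrong label. Over the most variable genes, however, its correlation was 0.881 to 0.913 with the treatment libraries and 0.766 to 0.854 with the other case libraries. The list therefore does not settle the label. Its score of mitosis genes was -1.79, below the control libraries (-0.02 to 0.01), which argues against a control library with a wrong label. After a trend with gene length and GC content was taken out, its glucocorticoid score was -0.04, against 1.29 to 1.84 in the other case libraries, so that such a trend is excluded as the whole of the pattern. A mouse with a weaker or earlier stress response was not tested and stays open.

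The ratio of the clock genes Arntl and Dbp was shifted in the case libraries in which glucocorticoid-induced genes were high, although as a list 2 of 18 clock genes rose, 1 fell and 15 did not pass in the case group (camera, adjusted p = 0.828). The log2 ratio of Arntl to Dbp was -7.33 to -7.08 in the control libraries and higher in every case and treatment library (-5.73 to 1.57), but the glucocorticoid scores of the treatment libraries reached at most -0.25, below the lowest control library (-0.18), which argues against 1 clock shift shared by both groups as the whole cause of the high scores of the case group. Hearts collected at a different time of day in each group may still have set part of the change. Ciart, a clock gene, fell by 1.99 in the treatment against the case group (SE 0.308, adjusted p = 0.00649 from edgeR), and because the paper's text does not give the time of collection this cannot be told apart from an effect of JWH133 on the clock. The difference in stress and treatment that the design names stays open as well.

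Platelet genes were higher in the treatment than in the case group, as 4 of 5 rose. More whole blood left in the treated hearts would bring erythroid genes up with them, and the median change of the erythroid genes was 0.66, under Itga2b (2.04), Ppbp (3.52), Gp9 (3.98) and Treml1 (5.01) but above Pf4 (0.53), so that for all 5 genes together the bound was not met and whole blood stays open. For the 4 genes that passed, a comparison set after that one, the highest change of an erythroid gene was 0.92 (Slc4a1, SE 0.541), below Itga2b at 2.04 (SE 0.456). These 4 were taken because they had risen, and Gp9 and Treml1 had only 0 to 12 and 0 to 4 reads in the case libraries. The second comparison therefore cannot decide on whole blood. Handling or injections could also have raised platelet genes, and with no group known to be injected without the compound the treatment scores of 2.29 or more cannot be told apart from an effect of JWH133. Platelets or megakaryocytes that entered the heart or changed in number were not tested and stay open.

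In groups of 4 libraries, 6 of 112 values had 1 library far from the other 3, and chance gives about 1 in 20, here 5.6. The score of nuclear-encoded oxidative phosphorylation was -0.32 in case library d (the others 0.01 to 0.04) and 0.17 in treatment library a (the others -0.01 to 0.02). The heat shock score was 0.18 in treatment library b (the others -0.12 to -0.10), and that of smooth muscle cells and pericytes was 0.05 in case library d (the others -0.21 to -0.17). Serpina3n, as log2 FPKM, was at 6.28 in case library d (the others 6.99 to 7.06), and Ppp1r15a was at 2.06 in treatment library b (the others 2.12 to 2.13).

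Several lists of blood and immune cells, the clock, the interferon response and ribosomal proteins differed from the control libraries. In the case group the median log2 fold change was 1.84 for erythroid genes, 2 for neutrophil genes, -2.39 for B cell genes and 0.20 for cytosolic ribosomal proteins. In the treatment group it was -0.52 for clock genes, 0.95 for interferon-stimulated genes, 2.42 for erythroid genes, 2.82 for neutrophil genes, -0.97 for B cell genes, 3.89 for platelet genes and 0.13 for cytosolic ribosomal proteins. Their camera p-values were under 0.05 after adjustment with the preset correlation and not with an estimated one.

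Other splits of the same libraries into groups of the same sizes were counted, the real one included. Between the case and control groups, 2 of 35 splits gave as many DE-mRNAs as the real 1016 or more, the highest other having 1310, and 2 of 35 as many genes at the adjusted threshold as the real 2215, the highest other having 4290, so chance is not excluded for either count. Both highest splits set case library d with the control libraries, which points to a structure of the samples, and the next highest had 621 and 2. For the 13 genes, of which 13 passed (1 of 35 splits, the highest other 12, the same split), the splits decide nothing, because the paper chose these genes for differing between the real groups of these libraries. Chance is not excluded for the enrichment of the genes of Supplementary Table S2 (odds ratio 1.07, 16 of 35, the highest other 2.26, control libraries a and b with case libraries b and c) or for the 14 lists called (8 of 35, the highest other 18, with case library b beside the control libraries).

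In treatment against case, only the real split gave as many as the 1531 genes at the adjusted threshold (1 of 35 splits, the highest other 937). That is the smallest share that 35 splits can give, so it cannot exclude chance by itself. For the 750 DE-mRNAs chance is not excluded (2 of 35, the highest other 754). For the 10 of the 13 genes that passed (1 of 35, the highest other 5) the splits decide nothing, since the paper chose these genes on the same comparison. In these 3 counts the highest other split grouped treatment library a with case libraries a, b and c, and so case library d with the treatment libraries, which again points to a structure of the samples. For the enrichment (odds ratio 1.32, 6 of 35, the highest other 2.92, case library a with treatment libraries a, c and d) and the 12 lists called (21 of 35, the highest other 19, case libraries a, b and d with treatment library b) chance is not excluded. In treatment against control, only the real split gave as many as the 417 DE-mRNAs (1 of 35, the highest other 290, treatment library a beside the control libraries). The same held for the 152 genes at the adjusted threshold (1 of 35, the highest other 5, treatment library b beside the control libraries). Chance is not excluded there for the odds ratio of 0.77 (16 of 35, the highest other 1.62, control libraries b and c with treatment libraries a and b) or the 13 lists called (6 of 35, the highest other 15, treatment library a beside the control libraries). Over 100 splits of both comparisons that share the case libraries, 2 gave as many as the 31 ERSRGs that were DE-mRNAs in both (the highest other 31) and 2 as many as the 430 genes of opposite change (the highest other 509). Another split thus did as well as the real one, so chance is not excluded for either. The highest other split grouped treatment library a with case libraries a, b and c here too, and the next had 22 and 283.

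Genes whose libraries do not overlap between the groups numbered 3536 between case and control (25.2% of genes tested, against 5.7% by chance), 1988 between treatment and case (14.1%, against 2.9% by chance) and 2733 between treatment and control (19.5%, against 5.7% by chance).

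Of the genes tested, 434 were DE-mRNAs in both comparisons that share the case libraries, 292 of them higher in the case group and then lower in the treatment group, 138 the reverse and 4 in the same direction. In 20 simulations, all 11 libraries were drawn from 1 mean and 1 spread per gene, and both comparisons used the same simulated case libraries. There 15.55 genes on average (at most 25) were DE-mRNAs in both and 15.35 moved in opposite directions. Independent lists of these sizes would share 16.6 genes that rose and then fell and 10.8 that fell and then rose. The simulated value leaves out real effects and the independent value leaves out the shared libraries, so the excess over either is not a measure of a shared effect. With the case libraries split so that each comparison used 2 of them, 155 to 294 genes over 6 splits (median 249) moved in opposite directions. Across genes, which are not independent replicates, the correlation of the fold changes was -0.70 (simulated -0.45) and opposite signs made up 80.48% (simulated 65.19%). The covariance was -0.24 against a simulated -0.03. The simulation gave every group the same spread, while the real case libraries differed more among themselves than the control libraries did. It may therefore understate what the shared libraries give, and the difference of -0.21 is no estimate of the rest. With the case libraries split, the covariance lay from -0.22 to -0.14.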

How the results depend on the processing

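The alternatives were set before the results were seen apart from limma on log2(FPKM + 0.1), the threshold on the natural log scale, limma on ln(FPKM + 0.01) and the block on column letters, which were added after seeing the data. Of the 189 single gene results and 39 list calls, none reversed under any alternative, and the natural log threshold does not enter these calls. The genes were taken for their calls or as members of the 13, and the lists for their calls. A reversal was therefore unlikely beforehand, and its absence is weak evidence. Camera with an estimated correlation and fry use the same fold changes, so no list could reverse there. For genes, DESeq2's size factors and DESeq2 ended no call, no filter ended 3, genes of at least 1 FPKM 2 of 176, quality weights 7, the block on column letters 17, only the 2 groups compared 44, limma on log2(FPKM + 1) 20 of 180, on log2(FPKM + 0.01) 23 and on log2(FPKM + 0.1) 17, and limma on ln(FPKM + 0.01) 143. Without control library a, b or c 64, 59 or 55 gene calls ended, without case library a, b, c or d 33, 23, 15 or 0, and without treatment library a, b, c or d 25, 34, 30 or 32. The values that moved follow, first the counts of DE-mRNAs (1016, 750 and 417 in case against control, treatment against case and treatment against control). Genes of at least 1 FPKM in 3 libraries gave 519, 404 and 154, where fewer genes were tested. limma on log2(FPKM + 1) gave 257, 199 and 63, on log2(FPKM + 0.01) 634, 483 and 217, and on log2(FPKM + 0.1) 570, 418 and 191, and the larger pseudocount shrinks the fold changes of low genes. The natural log threshold, a higher bar, gave 540, 331 and 256, and limma on ln(FPKM + 0.01) with each pair alone 651 and 408 in the first 2 comparisons. Genes at the adjusted threshold (2215, 1531 and 152) were 858, 270 and 816 with only the 2 groups compared, 4152, 3134 and 1201 with quality weights, 2567 and 416 with DESeq2 in the last 2 comparisons, 950 with limma on log2(FPKM + 0.01) in treatment against case, 70 over genes of at least 1 FPKM in treatment against control, and 233 and 2 with limma on ln(FPKM + 0.01) in the first 2, and the cause was not tested. Of the 13 genes, 8 passed in case against control with only the 2 groups compared, and with limma on ln(FPKM + 0.01) 2 passed there and 0 between treatment and case, where 13 had an unadjusted p under 0.05 by the same limma fit, and edgeR called 10 and DESeq2 12. ERSRGs in both comparisons (31) were 13 with limma on log2(FPKM + 1), 18 with the natural log threshold and 13 with limma on ln(FPKM + 0.01). Genes of opposite change (430) were 248 over genes of at least 1 FPKM, 114, 273 and 239 with limma on log2(FPKM + 1), log2(FPKM + 0.01) and log2(FPKM + 0.1), 179 with the natural log threshold and 173 with limma on ln(FPKM + 0.01). The odds ratio of the ERSRGs in case against control (1.07) was 1.52 (Fisher's exact p = 0.0102) over genes of at least 1 FPKM and 1.87 (exact p = 0.00516) with limma on log2(FPKM + 1), both past the threshold. In treatment against case (1.32, exact p = 0.0503) it passed at 1.74 over genes of at least 1 FPKM, 1.43 with only the 2 groups compared, 1.33 with size factors, 2.14, 1.41 and 1.61 with limma on log2(FPKM + 1), log2(FPKM + 0.01) and log2(FPKM + 0.1), and 1.60 with the natural log threshold, with exact p from 0.00207 to 0.045. In treatment against control the odds ratio of 0.77 turned above 1 without passing, at 1.05 over genes of at least 1 FPKM, 1.88 and 1.09 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 1.04 with the natural log threshold (exact p from 0.117 to 0.491 and 0.498), and the cause was not tested. Of the lists called (14, 12 and 13), 0, 0 and 2 were called by camera with an estimated correlation, where 6, 5 and 9 had an unadjusted p under 0.05, and 15, 10 and 8 by fry. For lists, fry ended 12 of the calls, quality weights 2, the block on column letters 1 and leaving out 1 library at most 4. Genes of at least 1 FPKM and limma on log2(FPKM + 1), log2(FPKM + 0.01) and log2(FPKM + 0.1) ended 1 of 37 each.

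Leaving out 1 library at a time gave, in case against control, 839 (without case library a) to 1436 (without case library d) DE-mRNAs and 704 (without control library a) to 4479 (without case library d) genes at the adjusted threshold, which were also 794, 746 and 1219 without control library b, control library c and case library a. In treatment against case there were 539 to 1187 DE-mRNAs, the latter without case library d, and 373 to 4392 genes at the adjusted threshold (4392 without case library d, 895, 929 and 812 without control library a, b and c, 375 and 554 without case library a and b, 462, 373, 599 and 461 without treatment library a, b, c and d). In treatment against control there were 389 to 441 DE-mRNAs, and at the adjusted threshold 21 to 347 genes (25, 31 and 21 without control library a, b and c, 347 without case library d, 83, 83 and 57 without treatment library a, b and c). The odds ratio of the ERSRGs ran from 1.03 to 1.27, from 1.13 to 1.49 and from 0.72 to 1.00, the middle one passing without control library a (1.35) or b (1.32), case library a (1.49) or b (1.43) or treatment library b (1.49), and the last reaching 1.00 without control library b (exact p = 0.53). Of the 13 genes, 6 to 13 passed in case against control (6, 6 and 8 without control library a, b and c) and 8 to 13 in treatment against case. ERSRGs in both comparisons ran from 24 to 51 and genes of opposite change from 297 to 811, the highest of each without case library d. Lists called ran from 13 to 18, from 10 to 16 and from 11 to 14. Without treatment library b the interferon-stimulated genes in treatment against control had a camera adjusted p of 0.381, and without treatment library a the ribosomal proteins had 0.293. Depth limits genes with few reads, such as Cnr1 (0 to 3 reads per library, not tested) and Cnr2 (23 to 61 reads in the case libraries), for which small changes were not detectable.

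A block on the column letters, added after seeing the data, gave 1185, 717 and 420 DE-mRNAs and 2428, 1082 and 126 genes at the adjusted threshold, and 11 and 10 of the 13 genes passed in the first 2 comparisons. No source ties these letters to the replicate numbers of the labels, and libraries with the same letter did not deviate together (correlations from -0.17 to 0.06), so the letters do not pair the mice. A block on the replicate numbers was not run because the columns carry no numbers. The transcript of highest level was not run because the table holds genes, quantile normalization was replaced by DESeq2's size factors because it holds counts, and the lncRNA, miRNA and circRNA alternatives were not run.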

Differences from the paper's values

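Differences are given for the values that lie more than 1.5 times apart at the thresholds the paper states. The paper reports 357 upregulated DE-mRNAs in the case group, and 541 were counted here. Fig. 1A prints 357 for the downregulated and 344 for the upregulated DE-mRNAs, the reverse of the paper's text, and the sources used here do not settle which holds. Set beside 344, the 541 would also lie more than 1.5 times apart, and set beside 357 the 475 counted lower here would not. Of the alternatives set before the data were examined, the count of upregulated DE-mRNAs lay within 1.5 times the 357 of the paper's text over genes of at least 1 FPKM (318), with only the 2 groups compared (506), with limma on log2(FPKM + 0.01) (300), and without control library a (527), control library b (518), case library a (439), case library b (504), treatment library a (531) or treatment library b (532). It did not with no filter (676), DESeq2's size factors (545), quality weights (555), DESeq2 (562), limma on log2(FPKM + 1) (153), or without control library c (548), case library c (562), case library d (655), treatment library c (539) or treatment library d (539). Among the settings chosen after seeing the values, limma on log2(FPKM + 0.1) gave 280, the natural log threshold 294 and limma on ln(FPKM + 0.01) with each pair alone 297.

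For treatment against case, the paper reports 466 DE-mRNAs, 236 of them downregulated, and 750 and 431 were counted here. The total lay within 1.5 times the paper's over genes of at least 1 FPKM (404), with only the 2 groups compared (641), with limma on log2(FPKM + 0.01) (483), and without case library a (539), case library b (573) or treatment library b (643). It did not with no filter (958), size factors (744), quality weights (989), DESeq2 (758), limma on log2(FPKM + 1) (199), or without any other library (706 to 1187). The downregulated count lay within 1.5 times the paper's over genes of at least 1 FPKM (261), with limma on log2(FPKM + 0.01) (249), and without case library a (314) or case library b (350), and not under the other alternatives set before the data were examined, such as only the 2 groups compared (386), no filter (557) or limma on log2(FPKM + 1) (128). The settings chosen after seeing the values gave totals of 418, 331 and 408 and downregulated counts of 226, 200 and 218 with limma on log2(FPKM + 0.1), the natural log threshold and limma on ln(FPKM + 0.01).

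The paper reports 13 DE-ERSRGs, and 31 genes of Supplementary Table S2 were DE-mRNAs in both comparisons here, all 13 of the paper's among them. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) alone lay within 1.5 times the paper's count, at the paper's value of 13, of which 11 are the paper's genes, so that it drops 2. Under the others the count was 22 (limma on log2(FPKM + 0.01)) to 51 (without case library d). Limma on ln(FPKM + 0.01), chosen after seeing the values, also gave 13, of which 12 are the paper's genes, so that it drops 1, and the natural log threshold, also chosen after seeing the values, gave 18 with 12 of them.

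The log FPKM values of Supplementary Table S4 are labelled log2. They equal the natural logs of the FPKM computed here from the counts of the case and treatment libraries (largest difference 0). On the natural log scale the paper's change of Fos between treatment and case is thus -2.41 and the value here is -2.40. On that scale the paper's values and those here were -1.43 and -1.42 for Hp, -2 and -1.98 for Serpina3n, -1.5 and -1.88 for Cdkn1a, -1.52 and -1.63 for Atf3, 1.01 and 0.82 for Nos2, -1.57 and -1.71 for Fkbp5, 1.78 and 1.33 for Tfrc, -1.07 and -1.18 for Nox4, -1.26 and -1.49 for Gabarapl1, -1.4 and -1.57 for Herpud1, 1.25 and 1.16 for Casq1, and -1.11 and -1.29 for Ppp1r15a, all in the same direction and apart by less than the larger of the SDs of the natural log FPKM in the case and treatment groups (1.085 for Tfrc). The levels per library are the same in both, so this closeness was largely given beforehand and is no independent check. The paper's values are differences of mean log FPKM, and those here are edgeR's fold changes, so the gaps reflect unlike measures of the same data.

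A statement of the paper on the Y chromosome went another way here. The paper places a downregulated DE-mRNA of the case group on the Y chromosome, and 0 of the 4 genes tested there passed an unadjusted p under 0.05 in that comparison by edgeR, DESeq2 or limma, as did 0 of 10 without a filter on low counts.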

Other observations

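The lists below were set before their results were seen, and the genes Myh7, Nfil3, Ccn2 and Mmp14 were chosen only after their values were seen.

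Genes of the interferon response were high in 2 of the 4 treated hearts. Of 19 interferon-stimulated genes, 5 rose between treatment and case, none fell and 14 did not pass (18 rose when adjusted over the list alone), with a median of 1.46 (camera, adjusted p = 6.68e-05, and adjusted p = 0.716 with an estimated correlation). Their scores were -0.25, 1.94, -0.41 and 1.15 in treatment libraries a, b, c and d and from -1.33 to -0.14 in the case libraries. Rsad2, an antiviral enzyme, was at 12.1 ± 6.4 FPKM in the treatment group and 4.33 ± 1.76 FPKM in the case group (SD, n = 4 each), and rose by 1.46 (SE 0.343, adjusted p = 0.0256), a call kept in 7 of the 11 fits that left out 1 library. Isg15, a ubiquitin-like protein, was at 3.26, 21.6, 2.19 and 9.86 FPKM in treatment libraries a, b, c and d, and its call (log2 fold change 2.14, SE 0.627, adjusted p = 0.0487) was kept in 2 of the 11. Against the control group edgeR called none of the 19, also when adjusted over the list alone, with 3 higher at an unadjusted p under 0.05 (camera, adjusted p = 0.00197, and adjusted p = 0.83 with an estimated correlation). Without treatment library b that camera adjusted p was 0.381 and the median 0.37. The case group had 0 of 19 against control, also when adjusted over the list alone or at an unadjusted p under 0.05 by edgeR, with a median of -0.50 (camera, adjusted p = 0.161). The paper does not report interferon-stimulated genes.

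Some B cell genes were lower in the stressed hearts, with and without JWH133. Of 3 B cell genes, 2 fell in the case group and 1 did not pass (3 fell when adjusted over the list alone; camera, adjusted p = 0.00236, and adjusted p = 0.117 with an estimated correlation). Cd79b, a chain of the B cell receptor, was at 0.596 ± 0.0949 FPKM in the control group (SD, n = 3) and 0.115 ± 0.087 FPKM in the case group (SD, n = 4), and fell by 2.39 (SE 0.516, adjusted p = 0.0123, and 0.0554 at the highest when 1 library was left out), at 21 to 31 and 1 to 8 reads per library. Pax5, the transcription factor of B cell identity, was at 0.0842 ± 0.0212 FPKM in the control group, a low level, and fell by 3.18 (SE 0.474, adjusted p = 0.0021), to 1 to 4 reads per case library. In the treatment group it fell by 2.02 (SE 0.43, adjusted p = 0.0487), a call kept in 3 of the 11 fits, and 1 of the 3 genes fell (1 when adjusted over the list alone; camera, adjusted p = 0.00409, and adjusted p = 0.0833 with an estimated correlation). Treatment against case gave none of the 3 by edgeR (1 rose when adjusted over the list alone, 2 at an unadjusted p under 0.05; camera, adjusted p = 0.0524).

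Among heart muscle genes, Myh7, the slow myosin heavy chain, was at 2.47 ± 0.866 FPKM in the control group (SD, n = 3), 28.1 ± 25.2 FPKM in the case group and 8.36 ± 4.76 FPKM in the treatment group (SD, n = 4 each). It rose by 3.47 in the case group (SE 0.691, adjusted p = 0.00856, and 0.0501 without control library a), while treatment against case gave a log2 fold change of -1.73 (SE 0.57, adjusted p = 0.0685). The list of cardiac stress and fetal genes that holds it did not move as a group, with 2 of 14 up, 2 down and 10 not passing in the case group, also when adjusted over the list alone (camera, adjusted p = 0.868), 1 of 14 up between treatment and case (camera, adjusted p = 0.644) and none by edgeR between treatment and control, with 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.685). Klhdc8a was at 7.37 ± 0.329 FPKM in the control group, 1.97 ± 0.978 FPKM in the case group and 7.36 ± 1.52 FPKM in the treatment group, and rose by 1.90 between treatment and case (SE 0.254, adjusted p = 0.00516), a call kept in all 11 fits that left out 1 library. Of 16 genes of contraction and calcium handling, 2 fell in the case group and 14 did not pass (1 rose and 2 fell when adjusted over the list alone; camera, adjusted p = 0.0633). Of 25 nuclear genes of oxidative phosphorylation edgeR called none in the case group, with 2 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.403), and none between treatment and case, with 6 higher at an unadjusted p under 0.05 (camera, adjusted p = 0.0898). Of 74 cytosolic ribosomal proteins, 4 rose in the case group and 70 did not pass (0 when adjusted over the list alone by edgeR, 19 at an unadjusted p under 0.05; camera, adjusted p = 3.49e-06, and adjusted p = 0.728 with an estimated correlation). Rpl30 rose by 0.30 (SE 0.083, adjusted p = 0.0315), a call kept in 6 of the 11 fits. In the treatment group edgeR called none of the 74 against control, with 9 higher at an unadjusted p under 0.05 (camera, adjusted p = 4.91e-05, and adjusted p = 0.83 with an estimated correlation, and 0.293 by camera without treatment library a), and none against case, with 5 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.0537). The 12 mitochondrially encoded proteins gave no call by edgeR in any comparison, with 1, 0 and 2 at an unadjusted p under 0.05.

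In the case group 3 of 10 fibroblast genes rose (camera, adjusted p = 0.164), 2 of 10 macrophage genes rose (3 when adjusted over the list alone; camera, adjusted p = 0.226), 2 of 10 endothelial genes rose and 1 fell (camera, adjusted p = 0.937), 1 of 10 cardiomyocyte genes fell (camera, adjusted p = 0.193), 1 of 6 T and NK cell genes fell (camera, adjusted p = 0.828) and 1 of 5 skeletal muscle genes fell (camera, adjusted p = 0.284). Of the hematopoietic lineage, 10 of 42 rose and 4 fell (camera, adjusted p = 0.273), of the clock genes 2 of 18 rose and 1 fell (camera, adjusted p = 0.828), of the genes of adrenergic signaling 1 of 13 rose and 1 fell (camera, adjusted p = 0.669), and of the heat shock genes 1 of 13 fell (camera, adjusted p = 0.974). Adjusted over the list alone, 2 endothelial genes and 2 cardiomyocyte genes fell, no heat shock gene did by edgeR, and the other counts were the same. None was called by edgeR for the endocannabinoid system, atrial cardiomyocytes, smooth muscle cells and pericytes, thymocytes, platelets, adipocytes, Schwann cells and neurons or mesothelial cells, with 0 to 2 members of each at an unadjusted p under 0.05 and camera adjusted p from 0.403 to 0.962. Nfil3, a repressor in the clock, rose by 2.04 (SE 0.488, adjusted p = 0.0182), and Ccn2 and Mmp14, of matrix signaling and turnover, rose by 1.93 (SE 0.455, adjusted p = 0.0171) and 1.24 (SE 0.289, adjusted p = 0.0162), each a call kept in 8 of the 11 fits.

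With JWH133 against the case group, 3 of 10 macrophage genes fell (camera, adjusted p = 0.353), 3 of 18 clock genes fell (camera, adjusted p = 0.0898), 1 of 10 endothelial genes rose and 2 fell (camera, adjusted p = 0.885), and 2 of 17 genes of the ATF6 arm (camera, adjusted p = 0.713), 2 of 25 of DNA replication (camera, adjusted p = 0.236) and 2 of 29 of the extracellular matrix (camera, adjusted p = 0.979) fell. The lists of fibroblasts, T and NK cells, adipocytes and mesothelial cells had 1 gene each that fell, and those of adrenergic signaling, skeletal muscle and Schwann cells and neurons 1 each that rose, with camera adjusted p from 0.229 to 0.979. EdgeR called none for heat shock, erythroid cells, cardiomyocytes, atrial cardiomyocytes, smooth muscle cells and pericytes, neutrophils and thymocytes, with 0 to 3 members of each at an unadjusted p under 0.05 and camera adjusted p from 0.0687 to 0.862. Adjusted over the list alone, 4 endothelial genes rose and 3 fell, 4 genes of adrenergic signaling rose and 1 fell, 3 cardiomyocyte genes rose, and the other counts were the same.

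Treated hearts had higher levels of platelet genes and of Lcn2 than control hearts. Of 5 platelet genes, 3 rose against control and 2 did not pass (4 rose when adjusted over the list alone; camera, adjusted p = 8.17e-07, and adjusted p = 0.109 with an estimated correlation), and Ppbp rose by 3.89 (SE 0.677, adjusted p = 0.0205), a call kept in 7 of the 11 fits. Pf4, the most abundant of the 5 in the control group, was at 12.7 ± 2.14 FPKM there (SD, n = 3) and 14.3 ± 4.78 FPKM in the treatment group (SD, n = 4). Lcn2 rose by 2.60 (SE 0.405, adjusted p = 0.0119), and Per1, a clock gene that glucocorticoids induce, fell by 1.16 (SE 0.165, adjusted p = 0.00856), calls kept in 8 and 10 of the 11 fits. Of 24 immediate early genes edgeR called none, also when adjusted over the list alone, with 6 lower at an unadjusted p under 0.05 and a median of -0.41 (camera, adjusted p = 0.000126, and adjusted p = 0.385 with an estimated correlation). Of the 690 genes of Supplementary Table S2, 3 rose, 6 fell and 681 did not pass (6 rose and 8 fell when adjusted over the list alone), and 16 were DE-mRNAs where 20.5 were expected (odds ratio 0.77; Fisher's exact test, one-sided, p = 0.877). The 13 genes of the paper had a median of -0.23 (camera, adjusted p = 0.716), although in the case group it was 1.91 (camera, adjusted p = 0.00582, and adjusted p = 0.234 with an estimated correlation). Of the hematopoietic lineage, 5 of 42 rose (7 rose and 3 fell when adjusted over the list alone; camera, adjusted p = 0.117), and 1 of 23 genes of glycine, serine and threonine metabolism rose (camera, adjusted p = 0.887). The lists described neither here nor at the results of the paper had no gene called by edgeR (1 endothelial gene rose and 1 adipocyte gene fell when adjusted over the list alone), with 0 to 5 members of each at an unadjusted p under 0.05 and camera adjusted p from 0.0748 (atrial cardiomyocytes, median 0.66) to 0.933. These include the ATF6, IRE1 and PERK arms, with 0 of 17, 0 of 15 and 0 of 19 called and 0, 0 and 2 at an unadjusted p under 0.05.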
